# A MYC-ZNF148-ID1/3 regulatory axis modulating cancer stem cell traits in aggressive breast cancer

**DOI:** 10.1038/s41389-022-00435-1

**Published:** 2022-10-07

**Authors:** Mijeong Kim, Manjot Singh, Bum-Kyu Lee, Moira Hibbs, Kirsty Richardson, Lesley Ellies, Larissa Wintle, Lisa M. Stuart, Jenny Y. Wang, Dominic C. Voon, Pilar Blancafort, Jianlong Wang, Jonghwan Kim, Peter J. Leedman, Andrew J. Woo

**Keywords:** Breast cancer, Cancer genetics

## Abstract

The MYC proto-oncogene (*MYC*) is one of the most frequently overexpressed genes in breast cancer that drives cancer stem cell-like traits, resulting in aggressive disease progression and poor prognosis. In this study, we identified zinc finger transcription factor 148 (*ZNF148*, also called Zfp148 and ZBP-89) as a direct target of MYC. ZNF148 suppressed cell proliferation and migration and was transcriptionally repressed by MYC in breast cancer. Depletion of ZNF148 by short hairpin RNA (shRNA) and CRISPR/Cas9 increased triple-negative breast cancer (TNBC) cell proliferation and migration. Global transcriptome and chromatin occupancy analyses of ZNF148 revealed a central role in inhibiting cancer cell de-differentiation and migration. Mechanistically, we identified the Inhibitor of DNA binding 1 and 3 (*ID1, ID3*), drivers of cancer stemness and plasticity, as previously uncharacterized targets of transcriptional repression by ZNF148. Silencing of ZNF148 increased the stemness and tumorigenicity in TNBC cells. These findings uncover a previously unknown tumor suppressor role for ZNF148, and a transcriptional regulatory circuitry encompassing MYC, ZNF148, and ID1/3 in driving cancer stem cell traits in aggressive breast cancer.

## Introduction

Tumor initiation and progression often involve the dysregulation of developmentally important genes in cancer cells, endowing them with stem cell-like features such as enhanced self-renewal, invasiveness, and an aberrant differentiation state [1]. Triple-negative breast cancer (TNBC) cells that lack the expression of estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth factor receptor 2 (HER2) [2], often exhibit the molecular and functional traits of cancer stem cells [3–9]. Despite advances in breast cancer therapy, the survival of TNBC patients remains poor, due to aggressive cancer progression, therapy resistance, metastasis, and recurrence, likely due to increased cancer stemness [10]. Consequently, in order to develop effective targeted therapy, there is a pressing need to identify all molecular regulators that define cancer stem cell traits in TNBC.

The MYC proto-oncogene is a transcription factor essential in stem/progenitor cell maintenance and differentiation [11]. *MYC* is frequently overexpressed in many cancers, and drives a cancer stem cell phenotype with enhanced cell growth, metastasis, and metabolic reprogramming [11–13]. In breast carcinomas, *MYC* is one of the most frequently dysregulated oncogenes, particularly in *BRCA1-*mutated, basal-like TNBCs, where *MYC* amplification is reported in up to 50% of cases [14–16]. In these cancers, the *BRCA1* gene acts as a tumor suppressor to repress the expansion of basal stem cells and basal-like breast cancers [17–19].

We previously reported a MYC-centered regulatory network in mouse embryonic stem (ES) cells that accounts for the similarity between the ES cells and cancer cells, and is associated with a worse prognosis in cancer, including cancers of the breast [20]. We found zinc finger protein 148 (ZNF148, also called Zfp148 and ZBP-89), a ubiquitously expressed Krüppel-like zinc finger protein, as a target of MYC-regulatory network in mouse ES cells [20]. Partial deletion of the ZNF148 locus causes defective primordial germ cell development in mice [21], though a complete deletion in the C57BL/6 mouse strain leads to postnatal lethality [22]. In malignant tumors, ZNF148 has been reported to be a suppressive [23–25] or oncogenic [26–28] factor, depending on the tumor cell of origins and tissue types. Despite ZNF148 being an established node of the MYC-network in ES cells, and the significance of MYC in driving cancer stem cells traits, the role of ZNF148 in breast cancer remains elusive.

The Inhibitor of DNA binding 3 (*ID3*) is a member of the ID protein family, consisting of four members (*ID1* to *ID4*). *ID1* and *ID3* share the closest sequence homology, and they are functionally redundant [29, 30]. Developmentally, it is well established that expression of the ID members is strongest in stem/progenitor cells, while their levels decrease upon differentiation. However, their expression frequently becomes reactivated in cancer, providing cancer cells with stem cell-like traits [31, 32]. In TNBC, ID1 and ID3 are requisite for self-renewal, metastasis, tumor re-initiation, and colonization, making them attractive targets for cancer stem cell therapy [30, 33–35].

Herein, we provide evidence for a direct transcriptional circuitry that functionally incorporates MYC, ZNF148, and ID1/3, regulating cancer stem cell traits in breast cancer. MYC actively represses ZNF148 expression, and in turn, the depletion of ZNF148 leads to de-repression of ID1/3, which drives the cancer stem cell phenotype. Thus, ZNF148 functions as a tumor suppressor, promoting the differentiated state of breast cancer cells, and suppressing cell proliferation, metastasis, and biosynthetic programs associated with cancer stem cells.

## Materials and methods

### Cell culture and In vitro clonogenic assay

MCF7, HCC1806, BT549 and MDA-MB-231 cells were cultured in RPMI-1640 (without phenol red) supplemented with 10% FCS, 2 mM Glutamine and 2% penicillin-streptomycin (P/S). HEK293T cells were cultured in DMEM High Glucose with 10% FCS and 2% P/S. MCF10A cells were cultured in DMEM/F12 supplemented with 5% horse serum, 20 ng/ml EGF, 100 ng/ml cholera toxin, 0.01 mg/ml insulin and 0.5 mg/ml hydrocortisone. All cell lines are sourced from ATCC and tested for mycoplasma contamination. Cells were maintained at 20–80% confluence at 37 °C with 5% CO_2_ air atmosphere. Clonogenic assays were performed as previously described [36]. In brief, 1 × 10^3^ MDA-MB-231 cells were seeded into 100 mm dishes and cultured for 12 days before cells were fixed with 100% methanol for 10 min and stained with 0.5% (w/v) crystal violet in 25% methanol.

### Expression constructs and oligonucleotides

The human ZNF148 cDNA was amplified from MGC clone 4423572 (GE Healthcare Dharmacon, Inc.) and cloned into the pEF-Biotag vector [37] for biotinylation-mediated chromatin immunoprecipitation followed by sequencing (BioChIP-seq). The cDNA was cloned into the pLeGO-iG2 vector [38] (a gift from Boris Fehse, Addgene plasmid # 27341), for transient transfection and stable lentivirus transduction. Oligonucleotides used for polymerase chain reactions (PCR) are listed in Supplemental Table 1.

### Western blotting

The ZNF148-N14 rabbit polyclonal antibody was raised as previously reported [37]. Antibodies specific for MYC (9402, Cell Signaling) and GAPDH (sc-25778, Santa Cruz Biotechnology Inc.) were purchased commercially. Western blotting (WB) was performed as described [37] using 10–25 µg of nuclear protein in each lane of 4–12% Bis-Tris gels (Invitrogen). All chemicals were purchased from Merk/Sigma-Aldrich, unless noted otherwise.

### Animal studies

All mammary orthotopic xenograft experiments were conducted in six to eight-week-old female NOD.Cg-Prkdc^*scid*^ ll2rg^tm1Wjl^/SzJ/Arc (NSG^TM^) mice (Animal Resources Center, WA, Australia). To generate mammary tumors in mice, 0.5 × 10^6^ MDA-MB-231-Luc cells stably transduced with empty vector control (EV) or ZNF148 cDNA (ZNF148^OE^), were resuspended in 2 mg/ml Matrigel™-HC (BD BioSciences) and injected into inguinal mammary fat pads of mice. To visualize the xenograft tumors in vivo, D-Luciferin (14681, Cayman Chemical) was injected intra-peritoneally (i.p.) into mice at 150 mg/kg of body weight, 12 min before the live imaging. To minimize the animal use, we performed power analysis using repeated-measures ANOVA with an F test for between-within subjects with Greenhouse-Geisser correction. Five mice per group provided sufficient power (>0.8) to detect an effect size of one. For imaging, randomized mice were placed under isoflurane induced anesthesia and orientated ventral side down to facilitate oxygen and isoflurane flow through the nose cones. Images were taken using IVIS Lumina II multispectral imaging system and analyzed with Living Image 4.2 Software (Caliper LS, Hopkinton, MA, USA). Xenograft experiments were not performed in a blinded manner. All experiments involving mice were approved by the Animal Ethics Committee at Harry Perkins Institute of Medical Research (Perth, WA, Australia).

### Biotinylation-mediated chromatin immunoprecipitation (BioChIP)

BioChIP was performed broadly as previously described [22]. MCF7 and MDA-MB-231 cells were grown to 60–80% confluence and cross-linked with 1% formaldehyde (methanol-free) for 10 min at room temperature and quenched with 125 mM glycine. The cells were washed and sequentially lysed in PIPES and SDS lysis buffer. Genomic DNA was sonicated at 4 °C with a Covaris m220 sonicator to 200 to 1000 base pair (bp) for quantitative ChIP-PCR and 200–400 bp for BioChIP-seq. Post immunoprecipitation, biotin-protein-DNA complexes were recovered with Dynabeads™ M-280 Streptavidin (11205D, Thermo Fisher Scientific), before washing and de-crosslinking and DNA purification for subsequent analyses.

### Cellular proliferation, viability, cell cycle, and scratch wound closure assays

MTT cell proliferation and viability assays (Roche) were performed as per the manufacturer’s instructions. In brief, breast cancer cells were seeded into 96-well plates at a density of 2 × 10^3^ cells/well, cultured for 96 h before being processed for MTT assay. Cell cycle analyses were performed on an Accuri^TM^ flow cytometer (BD Biosciences) using the BrdU kit (BD Biosciences) in accordance with the manufacturer’s protocol. For cell proliferation assays using IncuCyte® live-cell imaging (Essen BioScience), 6 × 10^3^ MDA-MB-231 and 4 × 10^3^ BT549 cells were seeded into 96-well plates and cultured for 100 h. For scratch wound closure assays, the cells were cultured in IncuCyte® ImageLock 96-well plates until a monolayer formed. The cells were serum starved 24 h prior to creating the scratch on the cell monolayer using WoundMaker (Essen BioScience). All images and confluence measurements were performed on an IncuCyte® live-cell imager and processed with the IncuCyte Zoom software (Essen BioScience).

### Quantitative RT-PCR and ChIP-PCR

RNA samples were prepared using RNeasy Mini Kit (QIAGEN) or SV Total RNA Isolation system (Promega). QuantiTect Reverse Transcription Kit (QIAGEN) was used to synthesize cDNA. Eluates from ChIP were purified using UltraPure™ Phenol:Chloroform:Isoamyl Alcohol (25:24:1, v/v) (Invitrogen™) and ethanol precipitated using a standard protocol. Quantitative PCR was performed on a Rotor-Gene 6000 thermocycler (Qiagen) using SensiMixPlus SYBR (Bioline). The expression levels of genes quantified by RT-PCR (RT-qPCR) are presented relative to that of GAPDH; while the enrichments of regulatory regions assayed by quantitative ChIP-PCR (ChIP-qPCR) were calculated relative to an unrelated region in exon 6 of the *ACTB* locus, as previously described [20, 22, 39].

### Transfection, RNA interference, CRISPR/Cas9, and virus transduction

Transfection of plasmid vectors was performed using FuGENE® HD (Promega) and Lipofectamine® 2000 transfection reagent (Thermo Fisher Scientific) as per the manufacturer’s protocol. Stable transduction of lentiviral short hairpin RNA (shRNA) knockdown in breast cancer cells was performed as previously described [22]. Short hairpin RNAs (shRNAs) seed sequences against MYC and ZNF148 are shown in Supplemental Table 2. 

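The 21-base sequence listed for shZNF148, CCCTTGGTGAATGTAAATGAT, was matched to the GENCODE release 44 annotation of GRCh38. It occurred 1 time in the canonical ZNF148 transcript, at bases 2765 to 2785 of its 9514 bases. The site lies in exon 9 of 9, inside the coding sequence, which runs from base 458 to base 2839 of the transcript. In the genome it lies on chromosome 3 from 125232398 to 125232418, on the minus strand. With 20 bases on each side the transcript reads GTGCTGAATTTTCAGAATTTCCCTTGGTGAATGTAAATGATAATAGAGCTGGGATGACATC. The strand complementary to the target, ATCATTTACATTCACCAAGGG, is the guide strand of the hairpin. Bases 2 to 8 of that guide pair with the 7-base word TAAATGA in a transcript.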

Retroviral transduction of pMXs-GFP and pMXs-cMYC (human) vectors was performed essentially as previously described [37] using a pCL-10A1 packaging vector (Novus Biologicals). The CRISPR/Cas9 gRNA plasmid targeting exon 4 of ZNF148 (Target ID: HS0000451815) was purchased from Sigma-Aldrich.

### ALDEFLUOR assay

The Aldehyde dehydrogenase (ALDH) activity in MDA-MB-231 cells was measured using ALDEFLUOR^TM^ kit (01700, STEMCELL technologies), following the manufacturer’s protocol. In brief, 5 × 10^5^ cells were subjected to the ALDEFLUOR assay with 2.5 μL of activated ALDEFLUOR^TM^ reagent in the presence or absence of 5 μL of diethylaminobenzaldehyde (DEAB). Flow cytometry analysis was performed using Accuri^TM^ instruments (BD Biosciences).

### Sequencing analysis

RNA-sequencing (RNA-seq) was performed on Illumina HiSeq2000 system, and the sequenced reads were aligned to the human (GRCh38) genome using Salmon (v.0.7.2) [40]. Differentially expressed genes (DEGs) were determined using DEseq2 package. BioChIP-seq was performed on NextSeq 500 and the sequenced read were mapped to human (GRCh38) genome using Bowtie2 (v 0.5.9-r16) [41]. Peaks were called using MACS2 with a *q*-value cut off of 0.01 (v2.1.1) [42]. DNA binding motif analysis was performed using HOMER [43]. Binding and Expression Target Analysis (BETA) [44] was used to integrate and analyze BioChIP-seq and DEG data. GREAT (v4.0.4) [45], ShinyGO (v0.61) [46] and BETA were used for gene ontology functional annotation analysis.

### Statistical analyses

Student’s *t*-test (two-tailed) and Two-way ANOVA (ordinary) statistical analyses were performed using GraphPad Prism. Replicate experiments, sample size (*n*), mean values, SEM, SD, or CI error bars are indicated in the figure legends.

## Results

### ZNF148 is repressed by MYC in breast cancer

To investigate if MYC transcriptionally regulates *ZNF148* in breast cancer, we first examined the ChIP-seq data in the Encyclopedia of DNA Elements (ENCODE) database [47, 48]. Confirming our previous observation in mouse ES cells [20], MYC occupancy was observed at the proximal promoter of *ZNF148* in both MCF7 (ER positive, luminal subtype) and MCF10A (normal-like) breast cancer cells (Fig. 1A), and this region harbored several canonical and non-canonical E-box sequences (Supplemental Fig. 1A). To validate and extend this observation in TNBC cells, we performed ChIP-qPCR for MYC using MCF7 and a metastatic TNBC cell line, MDA-MB-231. This confirmed a significant enrichment of MYC at −750 and −4250 bp upstream regions of the *ZNF148* locus (Fig. 1B, C).

**Fig. 1:**
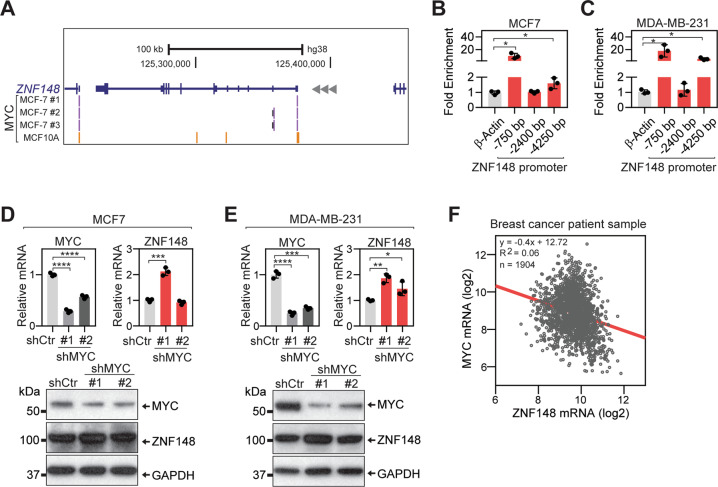
MYC represses ZNF148 expression by direct chromatin occupancy. **A** Schematic representation of ZNF148 locus on chromosome 3q21 reverse strand. Peak calls for MYC in MCF7 (purple bars), and MCF10A (yellow bars) cells from ENCODE [47] are indicated. **B** Quantitative ChIP-PCR (ChIP-qPCR) validation of MYC occupancy at −750, −2400, and −4250 bp upstream of ZNF148 promoter region in MCF7 cells (*n* = 3). **C** As in “**B**” for MDA-MB-231 cells. **D** Analysis of MYC and ZNF148 mRNA and protein in MCF7 cells transduced with the short-hairpin (sh) luciferase control (Ctr) and shMYC #1 and #2 lentiviruses, by RT-qPCR (top panel, *n* = 3) and Western blot (bottom panel). **E** As in “**C**” for MDA-MB-231 cells. **F** Scatter plot of MYC and ZNF148 mRNA levels (log2) from 1904 breast cancer patient samples in METABRIC cohort [56, 78]. Spearman correlations of −0.24 (*p* = 5.29^−27^) and Pearson correlations of −0.25 (*p* = 1.90^−27^) indicate an inverse correlation of ZNF148 and MYC mRNA levels and is depicted with a linear trend line in “red”. Student’s t-test, *P < 0.05. **P < 0.01. ***P < 0.001. ****P < 0.0001. Error bars indicate mean ± SD.

Next, we performed a loss-of-function study using short hairpin RNAs (shRNAs) against MYC to understand the impact of MYC depletion on *ZNF148* gene regulation. Two different shRNAs significantly reduced both MYC mRNA and protein levels in MCF7 and MDA-MB-231 cells, compared to the control samples transduced with an shRNA targeting firefly luciferase (shCtr) (Fig. 1D, E). While the majority of MYC transcriptional regulation has been linked to gene activation [11, 12], silencing of MYC, surprisingly resulted in increased ZNF148 mRNA and protein expression (Fig. 1D, E). Analysis of publicly available ChIP-seq data revealed the simultaneous presence of H3K27me3 repressive and H3K4me3 active histone marks on the ZNF148 promoter, consistent with a bivalent epigenetic state, suggesting the ZNF148 gene is poised for repression and activation (Supplemental Fig. 1B). To ascertain if this negative relationship also occurred in clinical specimens, we queried the patient-derived gene expression data in the Molecular Taxonomy of Breast Cancer International Consortium (METABRIC) datasets. Indeed, an inverse correlation between MYC and ZNF148 mRNA levels in breast cancer patients was observed (Fig. 1F). Collectively, these results support a direct transcriptional role for MYC in suppressing the expression of ZNF148 in breast cancer through chromatin occupancy.

### ZNF148 suppresses breast cancer cell growth and migration

To determine the functional significance of ZNF148 in breast cancer, we used lentivirus to stably express ectopic ZNF148 cDNA into ER+ breast cancer (MCF7), TNBC (MDA-MB-231, BT549, and HCC1806), and normal-like breast (MCF10A) cell lines. RT-qPCR and Western blot (WB) analysis confirmed the ectopic expression of ZNF148 in these cells (Fig. 2A–E). IncuCyte cell proliferation assay showed no change in the proliferation rate in MCF10A, but a marginal increase in ER + MCF7 cells that stably express ectopic ZNF148 (Fig. 2A, B). Interestingly, we observed a reduction in cell growth in all three TNBC cell lines that overexpress ZNF148 (Fig. 2C–F). BrdU cell cycle analysis of MDA-MB-231 cells expressing ectopic ZNF148 showed a significant reduction in the synthesis (S) phase as well as increased gap (G0/G1) phases compared to the empty vector (EV) control cells, confirming the anti-proliferative effect of ZNF148 (Fig. 2G). Subsequently, the impact of ZNF148 on cell migration in TNBC cell lines was investigated by the IncuCyte scratch assay. To account for ZNF148’s anti-proliferative effect, both EV controls and the ZNF148^OE^ cells were serum-starved for 24 h for cell cycle synchronization prior to the migration assay. Under this synchronized state, MDA-MB-231-ZNF148^OE^, BT549-ZNF148^OE^, and HCC1806-ZNF148^OE^ showed significantly slower wound closure compared with the control (Fig. 2H, I and Supplemental Fig. 2).

**Fig. 2:**
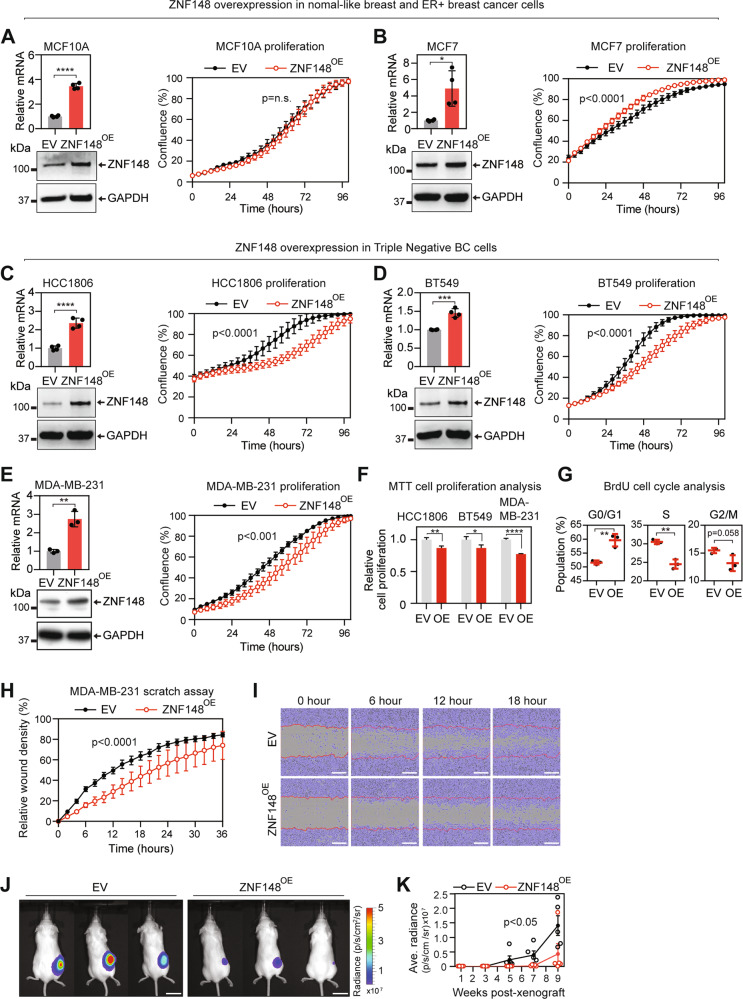
ZNF148 suppresses TNBC cancer cell growth and migration. **A** RT-qPCR analysis for ZNF148 mRNA transcripts, relative to GAPDH and empty vector (EV) control (*n* = 4, top panel), and Western blot analysis for proteins (bottom panel) in MCF10A cells transduced with ZNF148 cDNA (ZNF148^OE^) or empty vector (EV). Incucyte cell proliferation analysis (right panel) with percentage (%) area confluence on *y*-axis and time (hours) on *x*-axis, measured by IncuCyte® live-cell imaging over 96 h period (A representative plot from *n* = 3 biological replicates, each with *n* = 6 technical replicates, Two-way ANOVA *p*-values, Error bars indicate mean ± SD). **B**–**E** As in “**A**” for MCF7, HCC1806, BT549 and MDA-MB-231 (*n* = 3) cells respectively. **F** MTT cell proliferation analysis of cells in “**C**–**E**” 96 h post cell seeding (a representative graph from *n* = 3 biological replicates, each with *n* = 10 technical repeats, Student’s t-test, Error bars indicate mean ± SEM). **G** BrdU cell cycle analysis of MDA-MB-231-ZNF148^OE^ and the EV control cells (*n* = 3). **H** Scratch wound healing assay of cells in “**E**” using IncuCyte®. (*n* = 3, Two-way ANOVA *p*-value). **I** Representative images of the cells in “**E**” with the cell confluent area depicted in purple and the initial scratch front at time 0 depicted as a red line. Scale bars, 300 μM. **J** IVIS live animal imaging of NSG mice. Representative images NSG mice at 7 weeks posted engraftment of MDA-MB-231-Luciferase cells stably transduced with empty vector control (EV) or ZNF148 cDNA (ZNF148^OE^) (*n* = 5). **K** Line graph with dot plot showing biweekly average radiance values of five mice from week 1 to 9. Error bars indicate mean ± SEM. (*n* = 5, Two-way ANOVA *p*-value). Student’s t-test, *P < 0.05. **P < 0.01. ***P < 0.001. ****P < 0.0001.

The above in vitro cellular assays indicate that ZNF148 exhibits classical tumor-suppressive traits with anti-proliferative and anti-migratory effects on TNBC cells. To validate this in vivo, we established firefly luciferase lentiviral expressing variants of EV control (MDA-MB-231-Luc-EV) and ZNF148-overexpressing (MDA-MB-231-Luc-ZNF148^OE^) cells. The established cells were xenografted into the 4th inguinal mammary fat pads of immunocompromised NSG^TM^ mice, and tumor growth was monitored by IVIS bioluminescence imaging. Consistent with the in vitro observations, the ZNF148-overexpressing MDA-MB-231-Luc-ZNF148^OE^ cells showed significantly reduced tumor growth in mice compared to the controls (Fig. 2J, K). Collectively, these data support a tumor suppressive role for ZNF148 in TNBC cells.

### Depletion of ZNF148 promotes breast cancer cell growth and migration

To investigate the functional outcome of ZNF148 depletion, CRISPR/Cas9 gRNA that targets exon 4 of *ZNF148* was used to generate a knockout clonal line MDA-MB-231-ZNF148^KO^ that has a complete absence of the endogenous ZNF148 protein (Fig. 3A). The ablation of ZNF148 significantly increased both cell proliferation and the percentage of cells in S phase compared to the parental control cells (Fig. 3B, C). To circumvent potential clonal and off-target effects of the CRISPR/Cas9 gene targeting, we complemented this assay with RNA interference of ZNF148 by lentivirus-mediated shRNA. As expected, silencing *ZNF148* increased the cellular proliferation of both MDA-MB-231 and BT549 cells (Supplemental Fig. 3). We next performed an IncuCyte scratch assay to investigate the role of ZNF148 in cell migration. Under the same aforementioned serum-starved condition, the scratch wounds closed significantly faster in MDA-MB-231-ZNF148^KO^ cell cultures than in control cultures (Fig. 3D, E), again suggesting a role for ZNF148 in inhibiting cell migratory behavior.

**Fig. 3:**
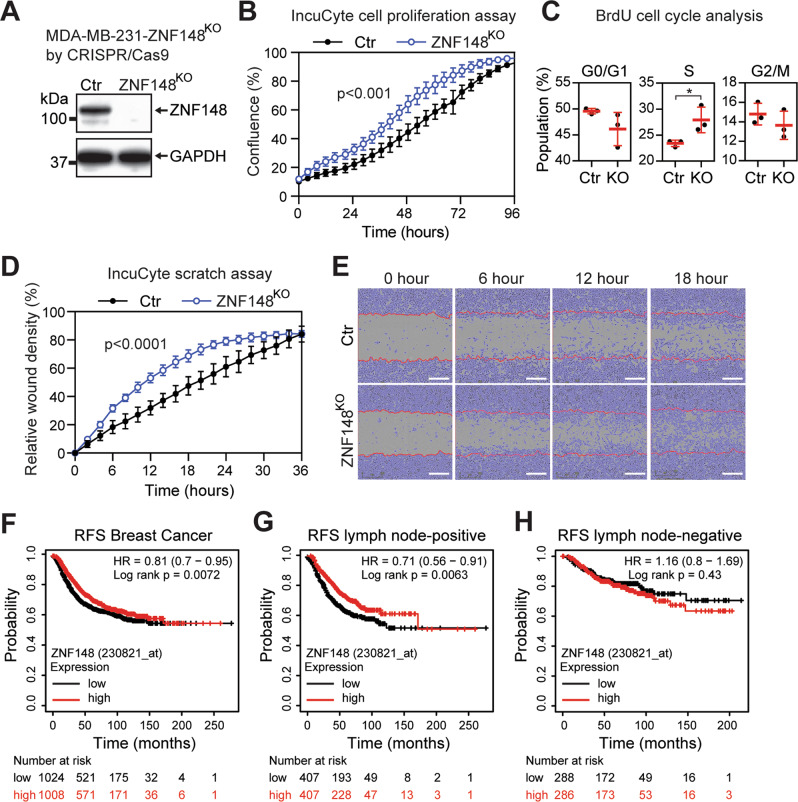
ZNF148 depletion promotes breast cancer cell growth, migration, and a low-level associate with a worse prognosis. **A** Western blot analysis of CRISPR/Cas9 ZNF148 knockout (KO) clone, compared to the wild type control (Ctr). **B** Percentage (%) area confluence of cells in “A”, measured by IncuCyte® live-cell imaging over 96 h period (a representative plot from *n* = 3 biological replicates, each with *n* = 6 technical replicates, Two-way ANOVA p-value, Error bars represent mean ± SD). **C** BrdU cell cycle analysis of cells in “A” (*n* = 3, Error bars = mean ± SD). **D** IncuCyte® scratch wound healing assay of cells in “**A**” (a representative plot from *n* = 3 biological replicates, each with *n* = 6 technical replicates, Two-way ANOVA *p*-value, Error bars indicate mean ± SD, Two-way ANOVA *p* < 0.0001). **E** Representative photographs of the cells in “**A**” with the cell confluent area depicted in purple and the initial scratch front at time 0 depicted as a red line. Scale bars, 300 μM. **F** Relapse-free survival analysis of entire breast cancer patients in Kaplan–Meir plotter database [79]. **G** As in “**F**” for lymph node-positive breast cancer cases. **H** As “**F**” for lymph node-negative cases. Student’s t-test, *P < 0.05. RFS, relapse-free survival.

To determine the clinical relevance of the observed cell line data, we examined the relapse-free survival (RFS) of breast cancer patients based on the expression level of *ZNF148*. In all breast cancer subtypes, patients with a higher level of *ZNF148* had a better survival chance, consistent with the observed tumor suppressive and anti-migratory effect of *ZNF148* (Fig. 3F). Of particular note, improved RFS associated with high *ZNF148* expression was observed only in patients with lymph node-positive, but not in the lymph node-negative cases of breast cancer (Fig. 3G, H). These results suggest that ZNF148’s tumor suppressive role is more significant in metastatic disease, which is typically associated with the aggressive TNBC subtype.

### ZNF148 restricts cellular proliferation via a transcriptional and epigenetic mechanism

To understand the molecular basis for the tumor suppressor activities of ZNF148, we investigated the transcriptional targets of ZNF148. First, we introduced biotin-tagged ZNF148 into the parental MDA-MB-231-*BirA* control cells expressing biotin ligase *BirA*, and generated an MDA-MB-231-ZNF148^Bio^ cell line expressing metabolically biotinylated ZNF148 (Supplemental Fig. 4). We then employed the BioChIP-seq approach [49] to map the genome-wide chromatin occupancy of ZNF148. Our analysis revealed that ZNF148 occupied 12,991 genomic sites, with the majority (56%) of the occupancy at the promoter regions, 13% intergenic, 15% intron, and 15% in the upstream areas of genes (Fig. 4A). The ZNF148 consensus binding sequence motif was composed of consecutive cytosine (C) or guanine (G) repeats (Fig. 4B). The genome-wide occupancy pattern of ZNF148 in breast cancer was consistent with our previous observation in hematopoietic cells [22, 39]. Moreover, the consensus DNA binding sequence motif matched most significantly with another ZNF148 family member, ZNF281 (also called Zfp281 and ZBP-99) [50], consistent with our previous findings [22]. Some of the high scoring BioChIP-seq enrichment sites included genes that have been implicated in cancer metastases (*DDR1* [51], *BMP4* [52], and *SMAD6* [53]), and cell cycle and survival (*CDIP1* [54] and *PPP2R5A* [55]) (Fig. 4C–E and Supplemental Fig. 5).

**Fig. 4:**
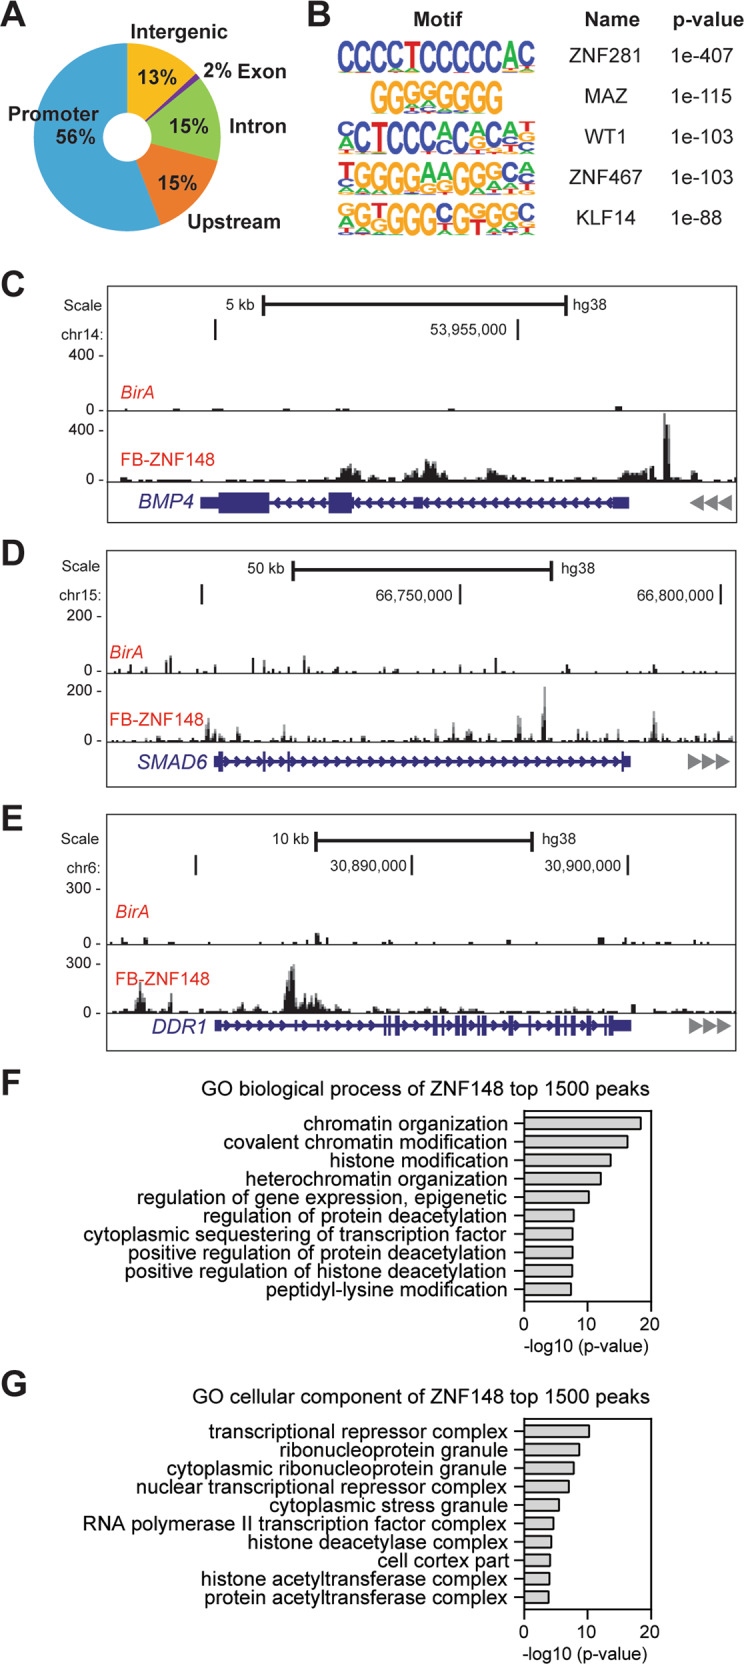
Genomic targets of ZNF148. **A** Doughnut chart showing the percentage distribution of ZNF148 chromatin occupancy peak locations determined by BioChIP-seq. **B** Consensus DNA binding motif analysis of ZNF148 occupied sequences (HOMER) [43]. The top 5 representative DNA binding sequence motifs were ranked by *p*-value and known transcription factors. **C** Representative BioChIP-seq signals at the bone morphogenetic protein 4 (*BMP4*) locus in MDA-MB-231 cells expressing *BirA* alone or *BirA* and FB-ZNF148. **D** As in “**C**” for SMAD family member 6 (*SMAD6*) locus. **E** As in “**C**” for discoidin domain receptor tyrosine kinase 1 (*DDR1*) locus. **F** GO biological process analysis of ZNF148 top 1500 peaks. **G** GO cellular component analysis of ZNF148 top 1500 peaks.

Gene ontology (GO) biological process term analysis of the top 1500 ZNF148 target peaks revealed chromatin organization, covalent chromatin modification, histone modification, and heterochromatin organization to be the most significantly enriched biological processes (Fig. 4F). In the GO cellular component analysis, transcriptional repressor complex was the most enriched term (Fig. 4G). Collectively, these results suggest that ZNF148 mediates its tumor suppressor activities *via* a transcriptional and epigenetic mechanism to restrict cellular proliferation.

### ZNF148 regulates cell differentiation and migration

To further illustrate the genetic program regulated by ZNF148, we examined changes in the global transcriptomic landscape upon silencing ZNF148 in MDA-MB-231 cells by RNA-seq. 

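MDA-MB-231 is an established triple-negative breast cancer cell line. The 6 RNA-seq samples comprised 3 replicates transduced with a hairpin against luciferase (shCtr) and 3 replicates transduced with the hairpin against ZNF148 (shZNF148). Transduction was given as 48 h and selection as 24 h in 0.5 µg/ml puromycin. The authors sequenced the libraries on an Illumina HiSeq instrument, and their methods name Salmon and DESeq2. The deposited values are in FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library). The paper's text does not name the program or annotation behind the FPKM values.

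The table had 24108 rows named by gene symbol, of which 7115 were at 0 in all 6 samples. A total of 2402 rows shared their symbol with another row, and 733 rows joined several symbols. The summed FPKM was 507312, 499660 and 497730 in shCtr replicates 1, 2 and 3, and 475213, 488173 and 469594 in shZNF148 replicates 1, 2 and 3. The number of reads behind each value is unknown. The smallest steps between low values gave each sample's depth relative to shCtr replicate 1, which was 1.09 and 1.05 in shCtr replicates 2 and 3. It was 1.13, 1.12 and 0.806 in shZNF148 replicates 1, 2 and 3. Each of these ratios was shared by between 229 and 279 of the low rows compared.

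Rows with a mean of at least 1 FPKM over the 6 samples, 11777 in all, were tested on log2(FPKM + 1) with limma (moderated by a mean-variance trend) and Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of low genes. Over these rows, Pearson correlations across genes were between 0.949 and 0.9605 for samples of the same group and between 0.931 and 0.953 for samples of different groups. Genes are not independent replicates.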

To avoid potential clonal biases and allow the detection of immediate gene expression changes, RNA-seq was performed on total RNA isolated from early passage MDA-MB-231-shCtr and MDA-MB-231-shZNF148 cells. These analyses revealed 229 significantly upregulated genes (Padj < 0.05, Fold change > 1.5) and 298 downregulated genes (Padj < 0.05, Fold change < −1.5) upon the depletion of ZNF148 (Fig. 5A). 

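ZNF148 lies on chromosome 3 of GRCh38 from 125225669 to 125375325, on the minus strand. Its FPKM was 3.72, 4.36 and 4.30 in shCtr replicates 1, 2 and 3, and 0.914, 0.282 and 0.834 in shZNF148 replicates 1, 2 and 3. The mean was 4.13 ± 0.354 (SD, n = 3) in shCtr and 0.677 ± 0.344 (SD, n = 3) in shZNF148, which is 16.4% of the control mean. The log2 fold change was -1.63 (standard error 0.18, adjusted p = 0.0099 from limma). With the replicate number as a block, the adjusted p was 0.0415. An exact two-sided permutation test gave p = 0.1, the smallest that 3 samples against 3 allow. With each replicate left out in turn, the log2 fold change stayed between -1.74 and -1.45, with adjusted p-values of up to 0.0603. The pseudocount moved this value most, to -2.57 with 0.1 FPKM and to -0.69 with 5 FPKM. The paper's reported log2 fold change is -2.64 (Supplemental Table 3).

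**Figure D1:**
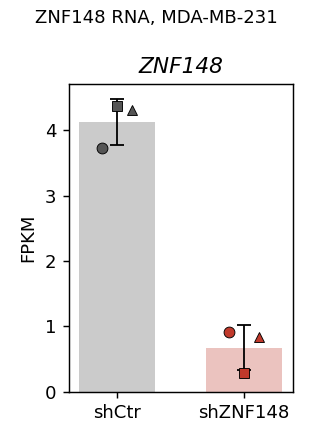
FPKM of ZNF148 (vertical axis) in shCtr and shZNF148 MDA-MB-231 cells. Bars are means, error bars are SDs of 3 replicates, and circles, squares and triangles are replicates 1, 2 and 3. The shCtr replicates lie between 3.72 and 4.36 FPKM, all above the shZNF148 replicates, which lie between 0.282 and 0.914.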

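At the paper's thresholds (an adjusted p under 0.05 and a change of more than 1.5-fold), limma called 216 rows upregulated and 431 downregulated in shZNF148. At the adjusted p alone, 1600 rows passed, 643 of them higher and 957 lower. In all 647 called rows the 3 values of one group lay beyond the 3 of the other. The same held for 4833 of the tested rows (41.0%), where chance gives 10%.

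With the replicate number as a block, 99 rows were upregulated and 216 downregulated. The deviations of same-numbered samples from their group means had correlations of 0.001, -0.088 and 0.030 across genes for replicates 1, 2 and 3. Their mean of -0.019 was no higher than that of differently numbered pairs, 0.009. Leaving out shCtr replicate 1 moved the counts most, to 3 upregulated and 26 downregulated rows.

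Of the 298 genes of the paper's Supplemental Table 3, 295 were found in the deposited table and 282 were tested. Of these, 272 were lower in shZNF148, and 171 were called downregulated (58.0% of those found, 95% Wilson interval 52.3% to 63.5%). Of the 229 genes of Supplemental Table 4, 222 were found and 210 tested. Of these, 200 were higher and 89 were called upregulated (40.1%, 33.9% to 46.7%). Adjusted over each list alone, 181 and 108 were called, although the lists are the paper's own calls on these samples. A further 260 downregulated and 127 upregulated rows were in neither table. The median log2 fold change of the tested genes was -0.68 for Supplemental Table 3, where the paper's reported median is -0.91. It was 0.62 for Supplemental Table 4, where the paper's reported median is 1.00.

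Called rows were ranked at the pseudocount of 1 FPKM. Among them, the largest decrease was in the row that joins MIR4800 and MXD4. The log2 fold change of this row was -2.87 (standard error 0.68, adjusted p = 0.0407). Its shCtr values were uneven, at 82.5, 408 and 105 FPKM. SCARNA16 fell by 2.78, from 10.2, 14.0 and 9.65 FPKM in shCtr to 4.49 FPKM in shZNF148 replicate 1, and was listed at 0 in replicates 2 and 3. One of the rows of IL1A fell by 2.71 and IL1B fell by 2.34. One of the rows of LASP1 fell by 2.65, but the rows of LASP1 added together rose by 0.32. The order depends on the pseudocount. With 0.1 FPKM, SCARNA16 (-4.97) and these rows of LASP1 (-4.63) and IL1A (-3.39) fell further than the joined row of MIR4800 and MXD4 (-2.93). With 5 FPKM that joined row again fell furthest of these (-2.64). The largest increase was in TCN1, from 0.988 ± 0.0427 to 14.3 ± 11.4 FPKM (SD, n = 3 each; log2 fold change 2.70, adjusted p = 0.0206). IFIT2 rose by 1.66, BMP4 by 1.63 and IFIT1 by 1.59. The row that joins AKR1C1, AKR1C3 and AKR1C4, whose value cannot be assigned to 1 of them here, rose by 1.60. With the replicate number as a block, the joined rows of MXD4 (adjusted p = 0.0666) and AKR1C3 (0.0621) did not pass. Neither did SCARNA16 (0.0635), the row of IL1A (0.0633) or IFIT1 (0.0573). The row of LASP1, IL1B, TCN1, IFIT2 and BMP4 still passed.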

We identified additional direct and indirect target genes of ZNF148 by combined analysis of BioChIP-seq and RNA-seq data. ZNF148 occupancy was identified in 78% of the downregulated genes, indicating that these genes are positively regulated by ZNF148. Similarly, 59% of the genes upregulated in MDA-MB-231-shZNF148 were the direct binding targets of ZNF148, identifying these as negatively regulated by ZNF148 (Fig. 5B). 

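The paper's Supplemental Table 3 gives a BioChIP-seq enrichment score for each downregulated gene, and a gene was counted as bound where that score was above 0. Of the 171 genes of that table that limma also called downregulated, 139 were bound (81.3%, 95% Wilson interval 74.8% to 86.4%). BioChIP-seq data were not analysed here.

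PPP2R5A, on chromosome 1 from 212285410 to 212361853 (plus strand), was 12.3 ± 0.842 FPKM in shCtr and 4.56 ± 1.02 FPKM in shZNF148 (SD, n = 3 each). Its log2 fold change was -1.28 (standard error 0.14, adjusted p = 0.0103 from limma). The paper's reported value for PPP2R5A is -1.59.

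CDIP1, on chromosome 16 from 4510669 to 4538828 (minus strand), is listed under its older symbol C16orf5. It was 8.24 ± 0.626 FPKM in shCtr and 9.60 ± 0.947 FPKM in shZNF148 (SD, n = 3 each). Its log2 fold change was 0.20 (standard error 0.10, adjusted p = 0.206), which did not pass. The paper's reported value for CDIP1 is -3.93.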

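Counted in the same way with the scores of Supplemental Table 4, 50 of the 89 genes of that table that limma also called upregulated were bound (56.2%, 95% Wilson interval 45.8% to 66.0%). BMP4, on chromosome 14 from 53949736 to 53958761 (minus strand), rose from 24.4 ± 2.14 to 82.1 ± 35.2 FPKM (SD, n = 3 each). Its standard error was 0.27 on the log2 scale and its adjusted p 0.0198, and 0.0490 with the replicate number as a block. SMAD6, on chromosome 15 from 66702236 to 66782849 (plus strand), rose from 1.39 ± 0.182 to 4.98 ± 2.20 FPKM (SD, n = 3 each). The log2 fold change of SMAD6 was 1.25 (standard error 0.28, adjusted p = 0.0378), and with the replicate number as a block the adjusted p was 0.0635. The paper's reported value for SMAD6 is 2.46.

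DDR1, on chromosome 6 from 30876421 to 30900156 (plus strand), had 6 rows in the table, 1 of which passed the filter on low values. That row was 1.08 ± 0.175 FPKM in shCtr and 1.51 ± 0.160 FPKM in shZNF148 (SD, n = 3 each). Its log2 fold change of 0.27 (standard error 0.13, adjusted p = 0.190) did not pass, and the paper's reported value for DDR1 is 2.08.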

The plot of cumulative fraction of genes (%) versus rank of genes based on regulatory potential score (from high to low), predicted that ZNF148 functions as both an activator and repressor (Fig. 5C). 

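Among the genes that limma called in the same direction as the paper's tables, bound genes were a larger share of the downregulated than of the upregulated ones. The odds ratio was 3.37 (Fisher's exact test, two-sided, p = 3.17e-05). With a pseudocount of 5 FPKM the odds ratio was 2.30 (p = 0.0541 from the same exact test). Fisher's exact test also gave p above 0.05 without shZNF148 replicate 1 (odds ratio 2.46, p = 0.0508), without shCtr replicate 3 (2.68, p = 0.453) and without shCtr replicate 1 (0, from 1 upregulated gene, p = 1). Among called genes, which all changed by more than 1.5-fold, bound and unbound ones did not differ detectably in the size of the change. This selection by size limits the comparison. Downregulated genes had a median log2 fold change of -0.85 where bound and -0.84 where unbound (32 genes; permutation test, p = 0.866). Upregulated genes had a median of 0.82 where bound and 0.87 where unbound (39 genes; permutation test, p = 0.689). The ranking by regulatory potential score was not repeated here. From that ranking the paper predicts that ZNF148 acts as both an activator and a repressor (Fig. 5C).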

GO term biological process analysis of the genes that are directly repressed by ZNF148 showed an enrichment for various macromolecule modification, biosynthesis, and metabolic processes, which are normally required for cell growth (Supplemental Fig. 6B). In contrast, genes directly activated by ZNF148 showed an enrichment for cellular component organization, organelle organization, inhibition of metabolic process, and anatomical structure morphogenesis, which are reminiscent of cellular differentiation processes (Supplemental Fig. 6A).

**Fig. 5:**
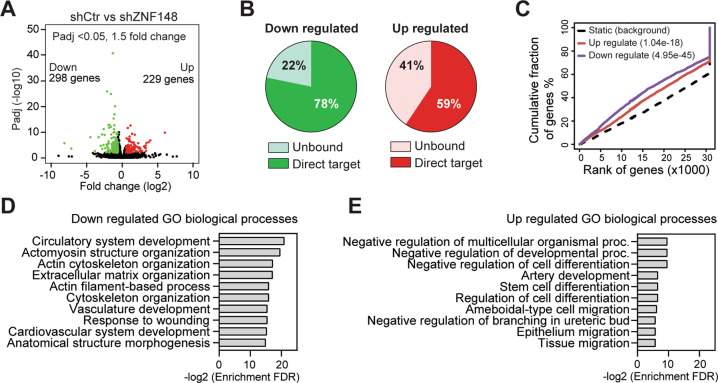
Transcriptome analysis of ZNF148 knockdown cells. **A** Volcano plot showing 229 upregulated (>1.5 fold) genes depicted in red and 298 downregulated (<1.5 fold) genes depicted in green (Padj < 0.05). **B** Pie charts showing the percentage of ZNF148-bound direct target genes or the unbound genes in up- or downregulated genes upon ZNF148 knockdown in MDA-MB-231 cells. **C** Transcription factor activating and repressive function prediction by BETA [44]. The upregulated (red line) and downregulated (purple line) ZNF148 target genes are cumulated by the rank on the basis of the regulatory potential score from high to low (*X*-axis). Both the up- or downregulated genes are significantly distributed above the non-differentially expressed static background (dashed line) by the Kolmogorov–Smirnov test [44]. **D** GO biological process analysis of downregulated genes from “**A**”. **E** As in “**D**” for the upregulated genes.

To gain further insight into the collective biological consequences of ZNF148 loss, including the direct and indirect changes, additional GO term analysis (biological processes) was performed on the 298 downregulated and 229 upregulated genes (Fig. 5D, E and Supplemental Tables 3, 4). 

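Sets of extracellular matrix and of cytoskeleton gene families, written from gene symbols and not taken from GO, were tested with limma's camera (inter-gene correlation 0.01, Benjamini-Hochberg over 9 sets). Both sets were written after the paper's supplementary tables had been read. Of 71 tested extracellular matrix rows, 21 were higher in shZNF148, 19 were called downregulated and 4 upregulated. Their median log2 fold change was -0.21 (adjusted p = 1.30e-04, and 1.80e-04 with the replicate number as a block). Of 72 actin and tubulin cytoskeleton rows, 17 were higher, 6 were called downregulated and 1 upregulated. Their median was -0.19 (adjusted p = 3.01e-05, and 9.05e-05 with the block). Without the genes of Supplemental Tables 3 and 4, the adjusted p-values were 7.40e-04 for the matrix and 0.00138 for the cytoskeleton. With the inter-gene correlation estimated from the samples, neither set passed (adjusted p = 0.189 and 0.134).

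LOX, on chromosome 5 from 122063195 to 122078413 (minus strand), fell from 27.7 ± 1.41 to 10.4 ± 0.947 FPKM (SD, n = 3 each), a log2 fold change of -1.33 (standard error 0.08, adjusted p = 0.00318). Its adjusted p stayed at or below 0.0331 under every setting tried. COL12A1 fell by 0.90 on the log2 scale (adjusted p = 0.0120) and the row that joins LAMA5 and MIR4758 by 0.60 (adjusted p = 0.0223). PALLD fell by 0.88 (adjusted p = 0.0132), LIMA1 by 0.73 (adjusted p = 0.0118) and TPM2 by 0.69 (adjusted p = 0.0106). TPM1 (-0.73, adjusted p = 0.0953) and ENAH (-0.90, adjusted p = 0.0618) were lower in all 3 shZNF148 replicates than in any shCtr replicate but did not pass. With the block, LAMA5 did not pass either (adjusted p = 0.0620).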

While the downregulated genes were enriched in cytoskeleton and extracellular matrix organization-related terms, the upregulated genes were enriched in terms related to inhibiting development and differentiation (Fig. 5D, E). In line with the enhanced migration phenotype observed with the depletion of ZNF148 in vitro, we found enrichment of cell and tissue migration GO terms (Fig. 5E). These data collectively support the notion that ZNF148 is required for promoting the differentiation state and suppressing metabolic and migratory processes in breast cancer cells.

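For the development, differentiation and migration terms, genes were taken from the paper's Supplemental Table 4. EFNB2 rose from 8.26 ± 1.27 to 17.1 ± 1.32 FPKM (SD, n = 3 each). The log2 fold change of EFNB2 was 0.98 (standard error 0.12, adjusted p = 0.0108). PTN rose from 9.80 ± 1.22 to 20.7 ± 2.99 FPKM (SD, n = 3 each), a log2 fold change of 1.01 (standard error 0.13, adjusted p = 0.0118). EFNB2 and PTN also passed with the replicate number as a block (adjusted p = 0.0414 and 0.0415). EDNRB and KITLG rose by 0.71 and 0.89 on the log2 scale (adjusted p = 0.0445 and 0.0249), but did not pass with the block (adjusted p = 0.0666 and 0.0659). KITLG was at 0.694 ± 0.101 FPKM in shCtr (SD, n = 3), below the pseudocount, so its log2 fold change was 1.49 with a pseudocount of 0.1 FPKM. CITED2 rose by 0.93, and its adjusted p of 0.0561 did not pass.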

### Loss of ZNF148 enhances stemness of breast cancer cells

A high level of MYC drives stemness and an aggressive phenotype in breast cancer [11, 12, 14, 15, 56]. Based on our finding, we posit that MYC negatively regulates ZNF148 (Fig. 1) to repress biological processes involving cellular differentiation and development (Fig. 5), fostering cancer stem-cell-like features in breast cancer cells. To test our hypothesis, we measured aldehyde dehydrogenase (ALDH) enzymatic activity, which is elevated in cancer stem cell populations [4, 5, 9]. Upon silencing ZNF148 using shRNA, a significant increase in the percentage of ALDH bright (ALDH^br^) cells was observed in MDA-MB-231-shZNF148, compared with the basal level in MDA-MB-231-shCtr cells (Fig. 6A). Consistent with this, the percentage of ALDH^br^ cells in MDA-MB-231-ZNF148^KO^ cells likewise increased significantly compared to the control cells (Fig. 6B). In addition, clonogenic assays, which measure stem-like cell growth in vitro [57, 58], revealed increased colony formation in MDA-MB-231-ZNF148^KO^ cells compared to the control, further validating our hypothesis that ZNF148 is a negative regulator of stemness in breast cancer (Fig. 6C).

**Fig. 6:**
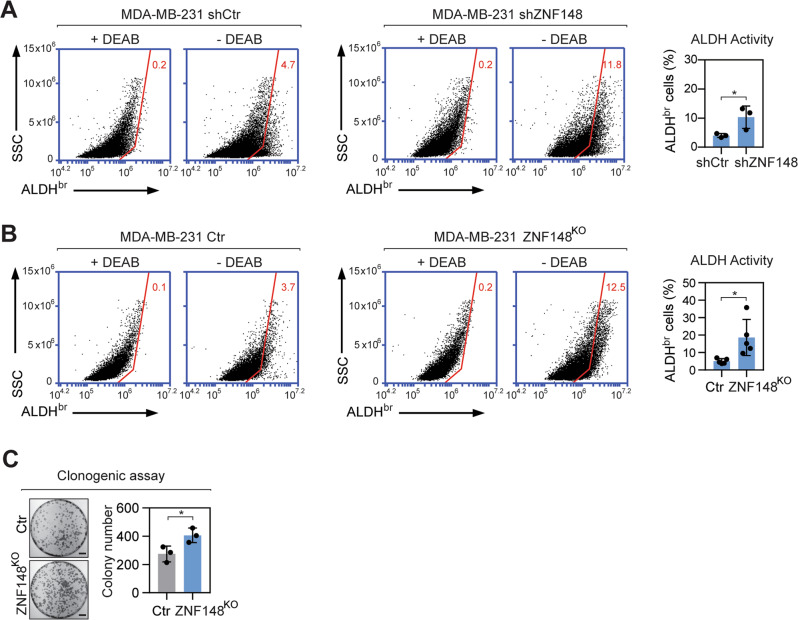
Loss of ZNF148 increases breast cancer cell stemness. **A** Representative flow cytometry plots and a bar graph, showing the percentage of viable Aldehyde dehydrogenase bright (ALDH^br^) shCtr and shZNF148 MDA-MB-231 cells in the presence (+) or absence (−) of diethylaminobenzaldehyde (DEAB) (*n* = 3). **B** As in “**A**” showing the percentage of ALDH^br^ cells in MDA-MB-231 Control and MDA-MB-231-ZNF148^KO^ cells (*n* = 5). **C** Representative image of clonogenic assay of cells in “**B**” stained with crystal violet (*n* = 3). Scale bar = 1 cm. Error bars represent mean ± SD. Student’s t-test, *P < 0.05. SSC side scatter; ALDH^br^ Aldehyde dehydrogenase bright; Ctr Control; KO knockout; DEAB diethylaminobenzaldehyde.

### ZNF148 transcriptionally represses ID1 and ID3

As ZNF148 suppresses stemness in MDA-MB-231 cells, we reasoned that certain target gene(s) of ZNF148 promoting stemness in cancer cells, are repressed by ZNF148. To identify downstream target gene(s) that enhance stem-like features in breast cancer, we ranked ZNF148 ChIP-enrichment scores, and the expression fold changes of genes within the enriched GO terms (Fig. 5E) and identified Inhibitor of DNA binding 3 HLH protein (*ID3*) as a potential candidate. 

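ID3 lies on chromosome 1 of GRCh38 from 23557926 to 23559501, on the minus strand. Its FPKM was 39.7, 37.6 and 44.8 in shCtr replicates 1, 2 and 3, and 70.2, 97.8 and 59.3 in shZNF148 replicates 1, 2 and 3. The means were 40.7 ± 3.70 and 75.8 ± 19.8 FPKM (SD, n = 3 each). The log2 fold change was 0.85 (standard error 0.18, adjusted p = 0.0313 from limma), and the paper's reported value is 1.04. The 2 groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest possible). With the replicate number as a block the adjusted p was 0.0684. With each replicate left out in turn the log2 fold change was between 0.66 and 1.01, and the adjusted p reached 0.112.

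The other family members were measured in the same samples. ID1, on chromosome 20 from 31605283 to 31606515 (plus strand), was 97.3 ± 11.6 FPKM in shCtr and 164 ± 29.1 FPKM in shZNF148 (SD, n = 3 each). The log2 fold change of ID1 was 0.74 (standard error 0.14, adjusted p = 0.0264), with an adjusted p of 0.0704 under the block. ID1 is not among the genes of Supplemental Table 4, and the paper reports its rise from RT-qPCR. ID2, on chromosome 2 from 8678845 to 8684461 (plus strand), was 0.985 ± 0.109 FPKM in shCtr and 3.88 ± 1.28 FPKM in shZNF148 (SD, n = 3 each), with an adjusted p of 0.0168. ID4 was listed at 0 in all 3 shCtr replicates and in shZNF148 replicate 3, and at 0.0270 and 0.273 FPKM in shZNF148 replicates 1 and 2.

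**Figure D2:**
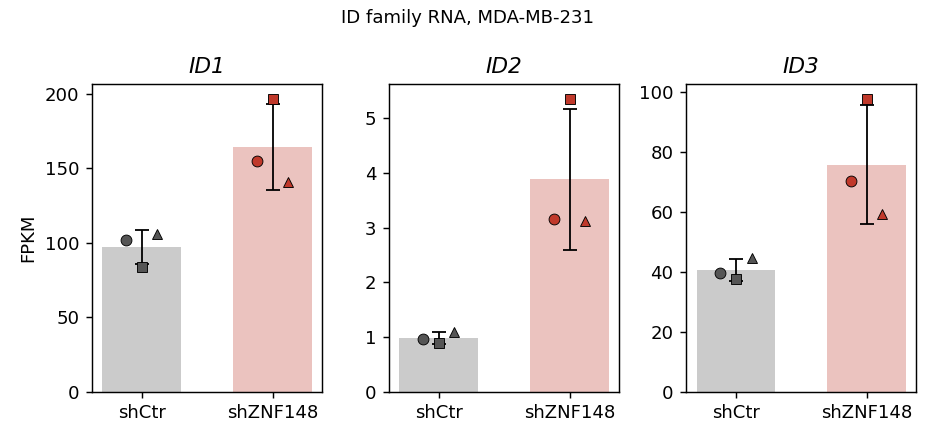
FPKM of ID1, ID2 and ID3 (vertical axes, each with its own scale) in shCtr and shZNF148 MDA-MB-231 cells. Bars are means, error bars are SDs of 3 replicates, and circles, squares and triangles are replicates 1, 2 and 3. For each gene all 3 shZNF148 replicates lie above all 3 shCtr replicates, and shZNF148 replicate 2 is the highest.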

ID1 and ID3 proteins are functionally redundant and have been shown to promote breast cancer cell self-renewal, tumor cell dissemination, and metastatic colonization of the lung and tumor re-initiation [33–35]. Importantly, the ZNF148 occupancy was significantly enriched at the promoter and gene body of ID3 (Fig. 7A). A closer examination of the other family members of ID genes, *ID1, ID2, and ID4* loci, all showed ZNF148 occupancy at the promoter and gene body, similar to ID3, albeit statistically less significant in MACS2 peak calling scores (Supplemental Fig. 7). Upon silencing of ZNF148 mRNA, we observed a dramatic increase of *ID3* and *ID1* transcription (Fig. 7B). Conversely, the overexpression of ZNF148 significantly decreased *ID3* and *ID1* (Fig. 7C). These data collectively provide compelling evidence that ZNF148 actively represses *ID1/3* genes in breast cancer cells.

**Fig. 7:**
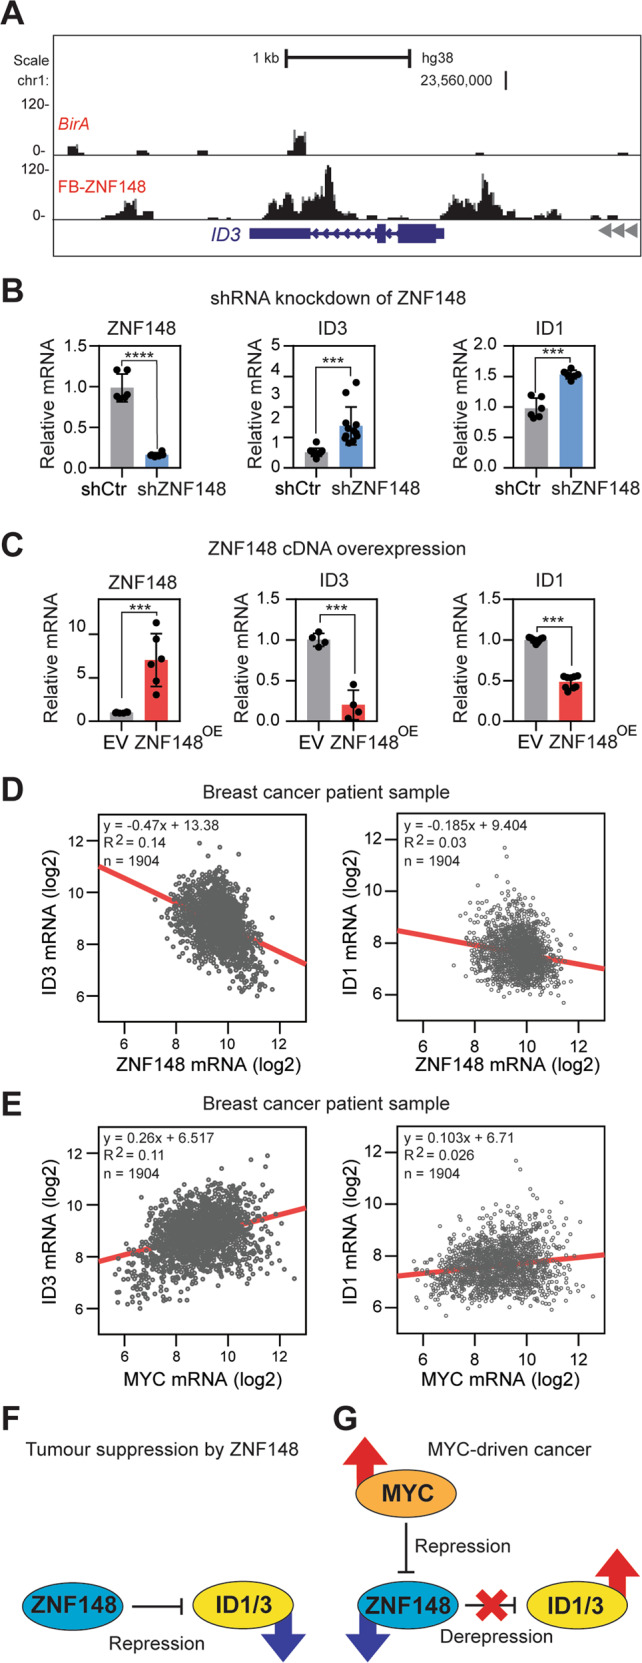
ZNF148 represses ID1/3. **A** BioChIP-seq signals at the inhibitor of DNA binding 3 (*ID3*) locus in MDA-MB-231 cells expressing *BirA* alone or *BirA* and FB-ZNF148. **B** RT-qPCR analysis for ZNF148 (left panel, *n* = 6), ID3 (middle panel, *n* = 12) and ID1 (right panel, *n* = 6) mRNA transcripts, relative to GAPDH and shControl (shCtr), in shZNF148 MDA-MB-231 cells. **C** RT-qPCR analysis for ZNF148 (left panel, *n* = 6), ID3 (middle panel, *n* = 4) and ID1 (right panel, *n* = 9) mRNA transcripts, relative to GAPDH and empty vector (EV) control, in ZNF148 overexpressing MDA-MB-231 cells. **D** Scatter plots of ID3 vs. ZNF148 (Pearson r = −0.3776, *p* < 0.0001), and ID1 vs. ZNF148 (Pearson r = −0.1761, *p* < 0.0001) mRNA levels (log2) from 1904 breast cancer patient samples in METABRIC cohort [56, 78]. **E** Scatter plot of ID3 vs MYC and ID1 vs MYC as in “D”, with Pearson r = 0.3359 (*p* < 0.0001) and Pearson r = 0.1590 (*p* < 0.0001) respectively, indicating a direct correlation of ID3/1 and MYC mRNA levels. **F** Schematic diagram of ZNF148 actively repressing ID1/3 gene expression. **G** Schematic diagram of regulatory circuitry between MYC, ZNF148, and ID1/3 in MYC-driven stem cell-like cancer. Student’s t-test, ***P < 0.001. ****P < 0.0001. Error bars indicate ± SD.

To demonstrate the MYC-ZNF148-ID1/3 regulatory axis, we overexpressed MYC and GFP (control) cDNA in untransformed MCF10A breast epithelial cells using retroviruses and monitored the changes in *MYC*, *ZNF148*, and *ID1/3* transcripts. Consistent with the repressive role of MYC on *ZNF148*, the MYC overexpression reduced the *ZNF148* transcript level, subsequently conveying an increase in *ID3* expression (Supplemental Fig. 8A). Next, we used lentivirus-mediated shRNA transduction to downregulate ZNF148 in MCF10A-GFP and MCF10A-MYC^OE^ cells (Supplemental Fig. 8B). The ZNF148 depletion increased the *MYC* transcript level in MCF10A-GFP cells, consistent with the inverse expression correlation found in breast cancer patients (Supplemental Figs. 8B and 1F). Furthermore, the *ID3* expression increased with the ZNF148 depletion, or with the overexpression of MYC, while simultaneous depletion of ZNF148, and MYC overexpression led to an additive increase in *ID3* transcripts. For *ID1*, the gene expression changes did not follow that of *ID3* upon MYC overexpression and ZNF148 depletion, indicating an additional layer of regulatory mechanisms in MCF10A cells. Collectively, these data demonstrate that the genetic relationship between the MYC-ZNF148-ID3 axis is conserved across mammary epithelial cells irrespective of their transformed status.

Finally, we queried the METABRIC breast cancer patient data to examine the correlation between *MYC*, *ZNF148,* and *ID1/3* expression levels. Indeed, an inverse correlation between *ZNF148* and both *ID1/3* was observed (Fig. 7D). Furthermore, a direct proportional expression between *MYC* and *ID1/3* was observed (Fig. 7E), further strengthening the existence of a MYC, ZNF148, and ID1/3 regulatory axis in controlling the stemness in breast cancer (Fig. 7F, G).

## Discussion

Despite the importance of ID genes driving the cancer stem cell phenotype in a broad array of epithelial cancers, their regulatory mechanism remains incompletely understood. In this study, we uncover a novel role of ZNF148 in suppressing TNBC cell growth and metastasis and provide evidence for a direct regulatory circuitry between MYC, ZNF148, and ID1/3 that impacts stem cell traits in breast cancer. We show ID1 and ID3 are transcriptionally repressed targets of ZNF148, and that silencing of ZNF148 derepresses their expression, resulting in increased stemness of TNBC cells.

Patients with a higher level of ZNF148 show improved survival, but interestingly, the benefit of having a high ZNF148 gene dosage is accentuated only in metastatic, lymph-node positive disease (Fig. 3). It is possible that the effect of ZNF148 dosage in breast cancer is more pronounced in the context of MYC, stemness, and metastatic state of the cells. Our in vitro cell line data suggests that the anti-proliferative effect of ZNF148 is significant in TNBC but not in ER+ cells (Fig. 2). MDA-MB-231, in particular, is a highly metastatic TNBC cell line with pronounced MYC-driven cancer stem cell features [59, 60].

Oncogenic MYC alters global transcriptional programs to drive stem cell traits in cancer [11, 61, 62], while concomitantly downregulating tumor suppressor genes and cell cycle regulators [63–65]. Mechanistically, polycomb repressive complex 2 (PRC2) has been shown to interact with MYC proteins to induce transcriptional silencing of the target genes [66, 67]. SUZ12 and EZH2 are core subunits of PRC2; indeed, both were enriched at the promoter region of *ZNF148* (Supplementary Fig. 1B). SUZ12 and EZH2 occupancy, along with E-box motifs and MYC occupancy, and H3K27me3 marks at the regulatory region of the *ZNF148* locus provide a possible mechanism for MYC-induced repression of ZNF148 in breast cancer.

MYC also represses lineage-specific transcription factors in mammary tissues, such as *GATA3* and *ESR1* to drive cancer stem cell-like states in breast cancer [68]. We previously reported physical interaction between ZNF148 and GATA3 proteins and possible functional cooperation between them in hematopoietic cells [37]. It is possible that ZNF148 may cooperate with GATA3 to drive mammary tissue development, but without a mammary-specific mouse knockout study, whether ZNF148 also plays a lineage-specific transcriptional role remains unclear. Our current study supports a role for ZNF148 as a tumor suppressor gene in metastatic TNBC, that is actively repressed by MYC.

The level of MYC expression is exceptionally high in basal-like TNBCs that harbor *BRCA1* mutation [14–16]. The *BRCA1* gene suppressed basal stem cell expansion during mammary tumor development [17–19] and downregulated MYC expression [69], quenching the MYC-driven oncogenic pathways. Interestingly, the same study identified ZNF148 as a gene significantly upregulated by BRCA1 [69]. Although it was not clear whether BRCA1 directly contributed to transcriptional activation of ZNF148, the inversed gene expression pattern between ZNF148 and MYC is consistent with our findings. It is possible that the tumor suppression by BRCA1 may be in part mediated by ZNF148 activation as a result of MYC downregulation.

ZNF148 binds to GC-rich DNA motifs and shares the most similarity with ZNF281 (Fig. 4B). We recently reported similar GC-rich DNA consensus motifs, unique and overlapping chromatin occupancy sites for ZNF148 and ZNF281, and their functional redundancy in myelogenous leukemia cells [22]. Recently, ZNF281 was shown to activate epithelial to mesenchymal transition (EMT) transcription factors, ZEB1 and SNAI1 *via* activation of the TGF-β pathway, promoting EMT and metastasis in breast cancer [70]. Despite the similar DNA binding motifs between ZNF148 and ZNF281, we did not observe the chromatin occupancy of ZNF148 on ZEB1 or SNAI1 loci. Moreover, contrary to the ZNF281’s pro-metastatic role, ectopic expression of ZNF148 inhibited cell migration (Fig. 2H, I and Supplemental Fig. 2). ZNF281 is 80% homologous to ZNF148 in the DNA-binding domains, but only 3 to 40% similar in the N-terminal and C-terminal domains. These structural features may provide a foundation for shared chromatin occupancy but a divergent role at the occupied sites. There may be competition for occupancy at the same regulatory loci between ZNF148 and ZNF281, but mediate different functions by recruiting different cofactors, resulting in different net phenotypic outcomes.

The TGF-β pathway has a dual role acting as either tumor suppressive or oncogenic during carcinogenesis [71]. As a tumor suppressor, TGF-β reduces the breast cancer stem cell population, and cell proliferation *via MYC*, *ID1,* and *ID3* genes [72, 73]. Given the MYC-ZNF148-ID1/3 regulatory axis found in this study, ZNF148 may be involved in the TGF-β downstream pathways, mediating the repression of *ID1/3* genes, thus reducing the cancer stem cell properties in breast cancer. In the breast tumor microenvironment, TGF-β is oncogenic by priming cancer cells for metastasis to the lungs [74], facilitating the dissemination and colonization of cancer cells that have undergone EMT *via* ID1 mediated mesenchymal to epithelial transition (MET) [75]. Considering the recent finding that ZNF281 promotes metastasis *via* the TGF-β pathway, and an opposing role of ZNF148 involving *MYC* and *ID* genes, both ZNF148 and ZNF281 may be integral transcriptional regulators of the TGF-β pathway. Further work addressing both ZNF148 and ZNF281 within the same cellular context will be required to better understand the regulatory mechanisms contributing to the cancer stem cell state and metastatic progression.

In summary, our study adds ZNF148 to a cadre of tumor suppressors that MYC actively represses, particularly in breast cancer. Currently, various therapeutic approaches are being investigated to target both MYC and the ID proteins [12, 31, 76]. Our findings suggest that upregulating ZNF148 in breast cancer could also be beneficial. Sodium butyrate, an HDAC inhibitor was shown to increase ZNF148 expression in colorectal cancer cells [77], however, it did not change the ZNF148 levels in breast cancer cells (data not shown). Considering the ubiquitous nature of ZNF148 expression, the MYC, ZNF148, ID1/3 regulatory axis may be present in a broad array of cancers driven by MYC and ID proteins. Future work to identify therapeutic agents that upregulate ZNF148 could be of clinical importance, not only in breast cancer, but in various cancers with aggressive cancer stem cell-like traits.

## Supplementary information

Supplemental figures

Supplemental Table S1

Supplemental Table S2

Supplemental Table S3

Supplemental Table S4

## Data Availability

The RNA-seq and BioChIP-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) public database under the accession numbers GSE132953 and GSE147020, respectively.

# Supplementary material for: A MYC-ZNF148-ID1/3 regulatory axis modulating cancer stem cell traits in aggressive breast cancer
**Source:** Oncogenesis. 2022 Oct 7;11(1):60. doi: 10.1038/s41389-022-00435-1
**Supplement:** Supplementary file 1 — Supplemental figures

**SUPPLEMENTARY FIGURES**

| **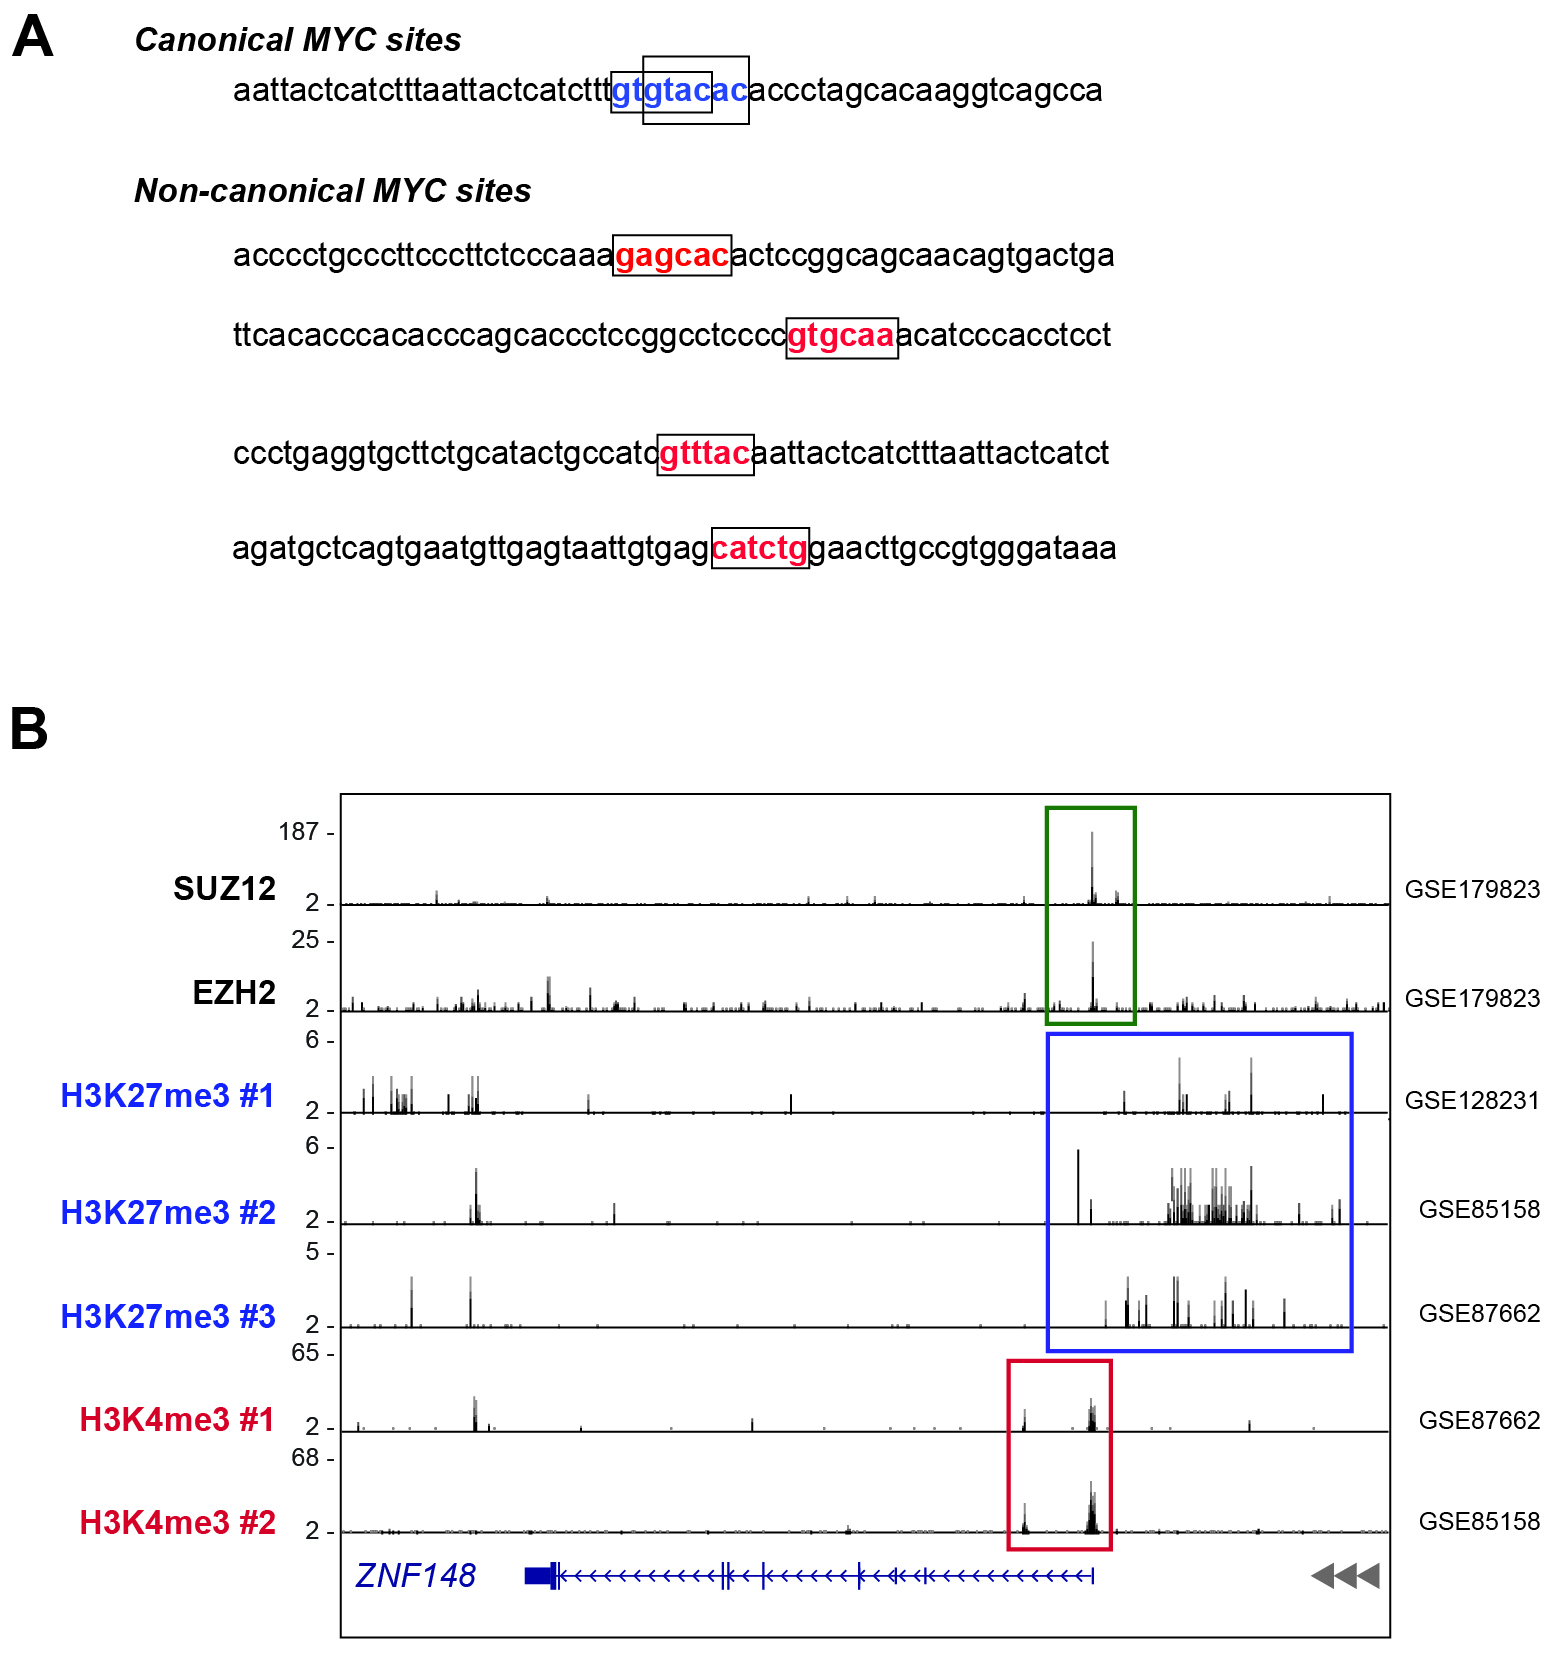** |
| --- |
| **Supplemental Figure 1. MYC occupancy and bivalent histone marks at the upstream region of *ZNF148*.** (A) Upstream DNA sequences of *ZNF148* near MYC ChIP-seq signal peaks in “Fig. 1A” containing canonical E-box sequences in “blue”. E-box sequence “CATGTG” or GTGTAC in reverse, or GTACAC complement sequence are boxed separately. Non-canonical E-box sequences are denoted in “red” and boxed accordingly. (B) Schematic representation of ZNF148 locus on chromosome 3q21 reverse strand and representative ChIP-seq signals for H3K27me3 #1-3 (GSE128231, GSE85158 and GSE87662), H3K4me3 #1-2 (GSE87662 and GSE85158), SUZ12 (GSE179823) and EZH2 (GSE179823). Rectangle boxes in “red”, “blue”, and “green” denote enriched ChIP-seq signals of H3K4me3, H3K27me3 and SUZ12/EZH2, respectively, at the upstream region of ZNF148 locus. |

| **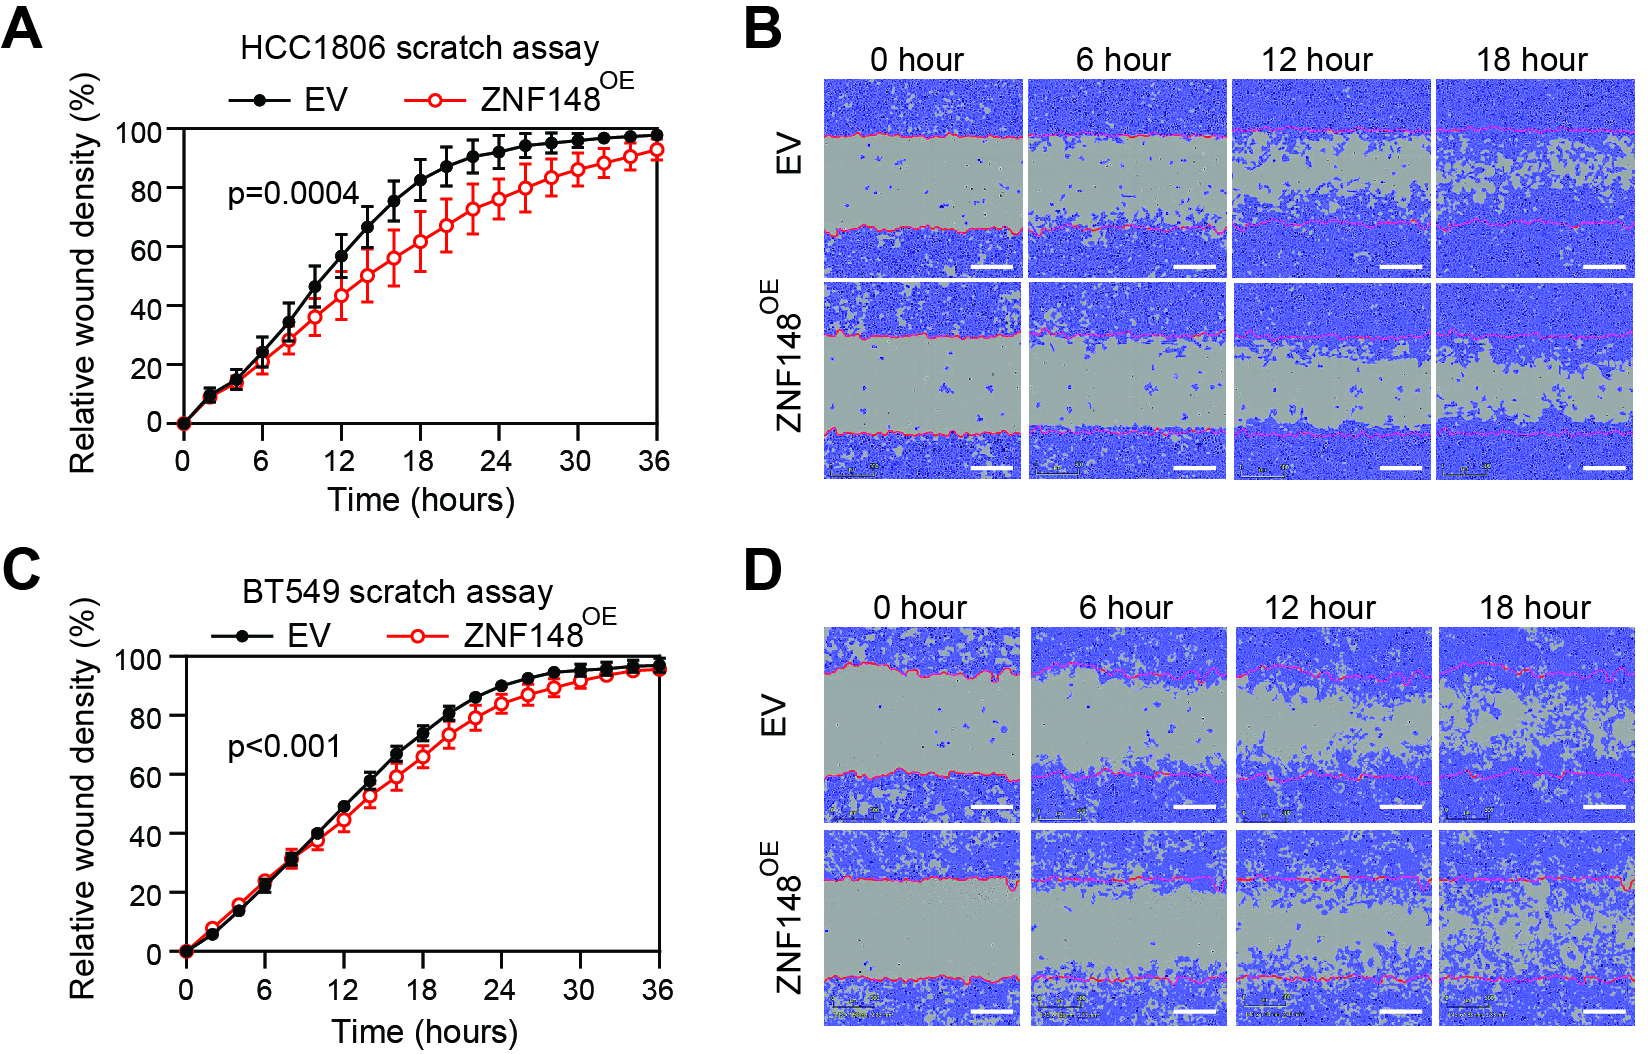** |
| --- |
| **Supplemental Figure 2.** ZNF148 suppresses TNBC cancer cell migration. (A) Scratch wound healing assay of HCC1806-EV and HCC1806-ZNF148^OE^ cells in “Fig. 2C” using IncuCyte®. (a representative plot from n = 3 biological replicates, each with n = 6 technical replicates, Two-way ANOVA p-value, Error bars indicate mean ± SD). (B) Representative images of the cells in “A” with the cell confluent area depicted in purple and the initial scratch front at time 0 depicted as a red line. Scale bars, 300 μM. (C) As in “A” for BT549-EV and BT549-ZNF148^OE^ cells in “Fig. 2D”. (D) Representative images of cells in “C”. |

| **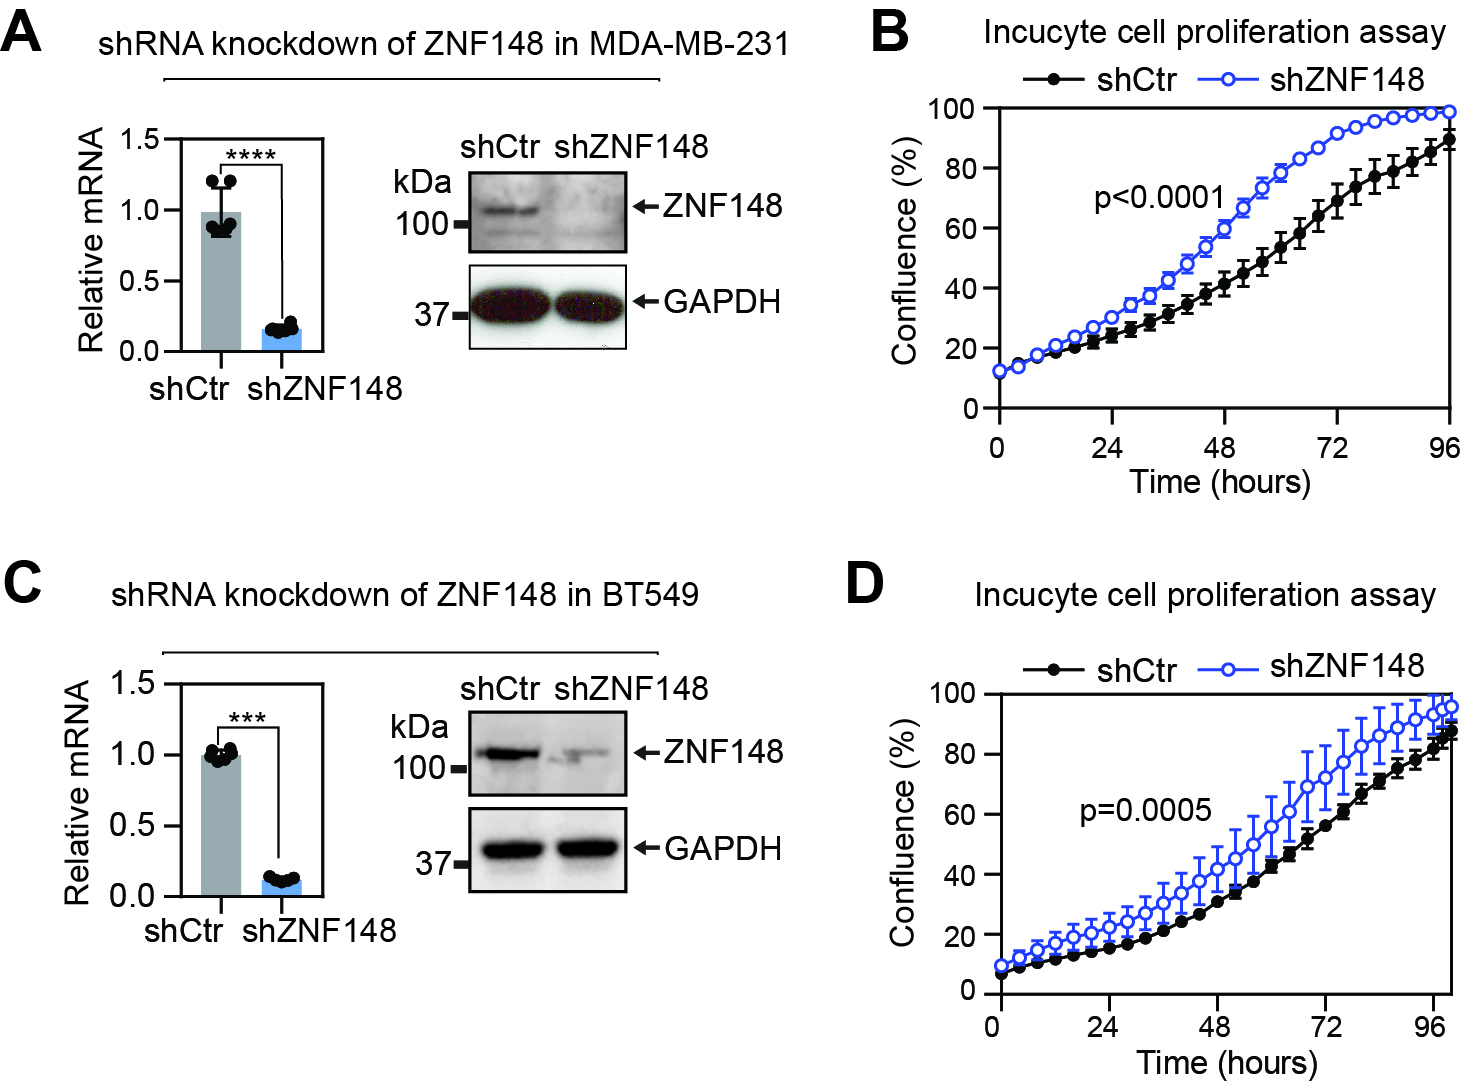** |
| --- |
| **Supplemental Figure 3.** ZNF148 depletion promotes breast cancer cell growth. (A) RT-qPCR (left panel, n = 6) and Western blot (right panel) analysis of ZNF148 levels in shZNF148 knockdown MDA-MB-231 cells compared to the shControl (shCtr). Error bars indicate ± SD. (B) Percentage (%) area confluence of cells in “A”, measured by IncuCyte® live-cell imaging over 96 hours period (a representative plot from n = 3 biological replicates, each with n = 6 technical replicates, Two-way ANOVA p-value, Error bars indicate mean ± SD). (C) As in “A” for shZNF148 in BT549 cells. (D) Percentage (%) area confluence of cells in “C”, measured by IncuCyte® live-cell imaging over 96 hours period (a representative plot from n = 3 biological replicates, each with n = 6 technical replicates, Two-way ANOVA p = 0.0005). Student's t-test, ***P* < 0.01. ****P* < 0.001. |

| **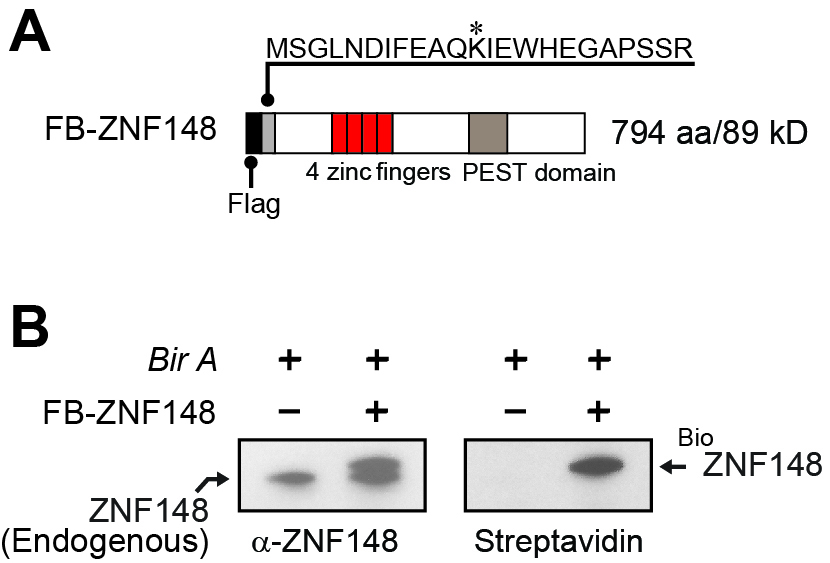** |
| --- |
| **Supplemental Figure 4.** Generation of MDA-MB-231 clones stably expressing ZNF148 flag-biotin (FB). (A) Schematic diagram of ZNF148 containing the amino-terminal FLAG peptide (black box) and the *BirA* recognition sequence (FLAG-Bio). The biotin acceptor lysine is indicated with an asterisk. (B) Western blot analysis of nuclear extracts from MDA-MB-231 clones stably expressing *BirA* alone or *BirA* and ZNF148^FB^. These blots are stripped and re-probed with streptavidin horseradish peroxidase as indicated. The ZNF148 protein bands are indicated by an arrow. Abbreviation: *BirA.*, E. coli biotin ligase. |

| 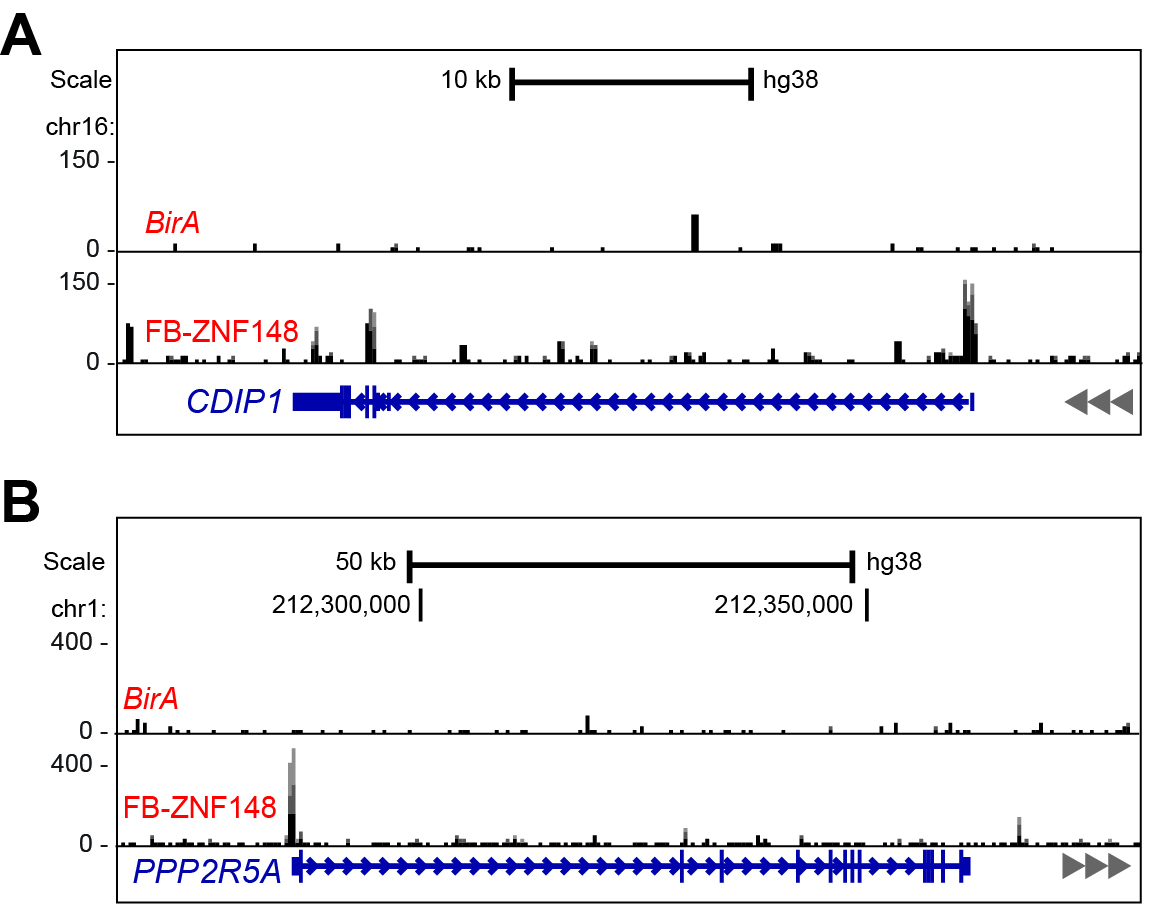 |
| --- |
| **Supplemental Figure 5.** Representative ZNF148 BioChIP-seq signals (A) BioChIP-seq signals at the cell death inducing p53 target 1 (*CDIP1*) locus in MDA-MB-231 cells expressing *BirA* alone or *BirA* and FB-ZNF148. (B) As in “A” for protein phosphatase 2 regulatory subunit B'alpha (*PPP2R5A*) locus. |

| **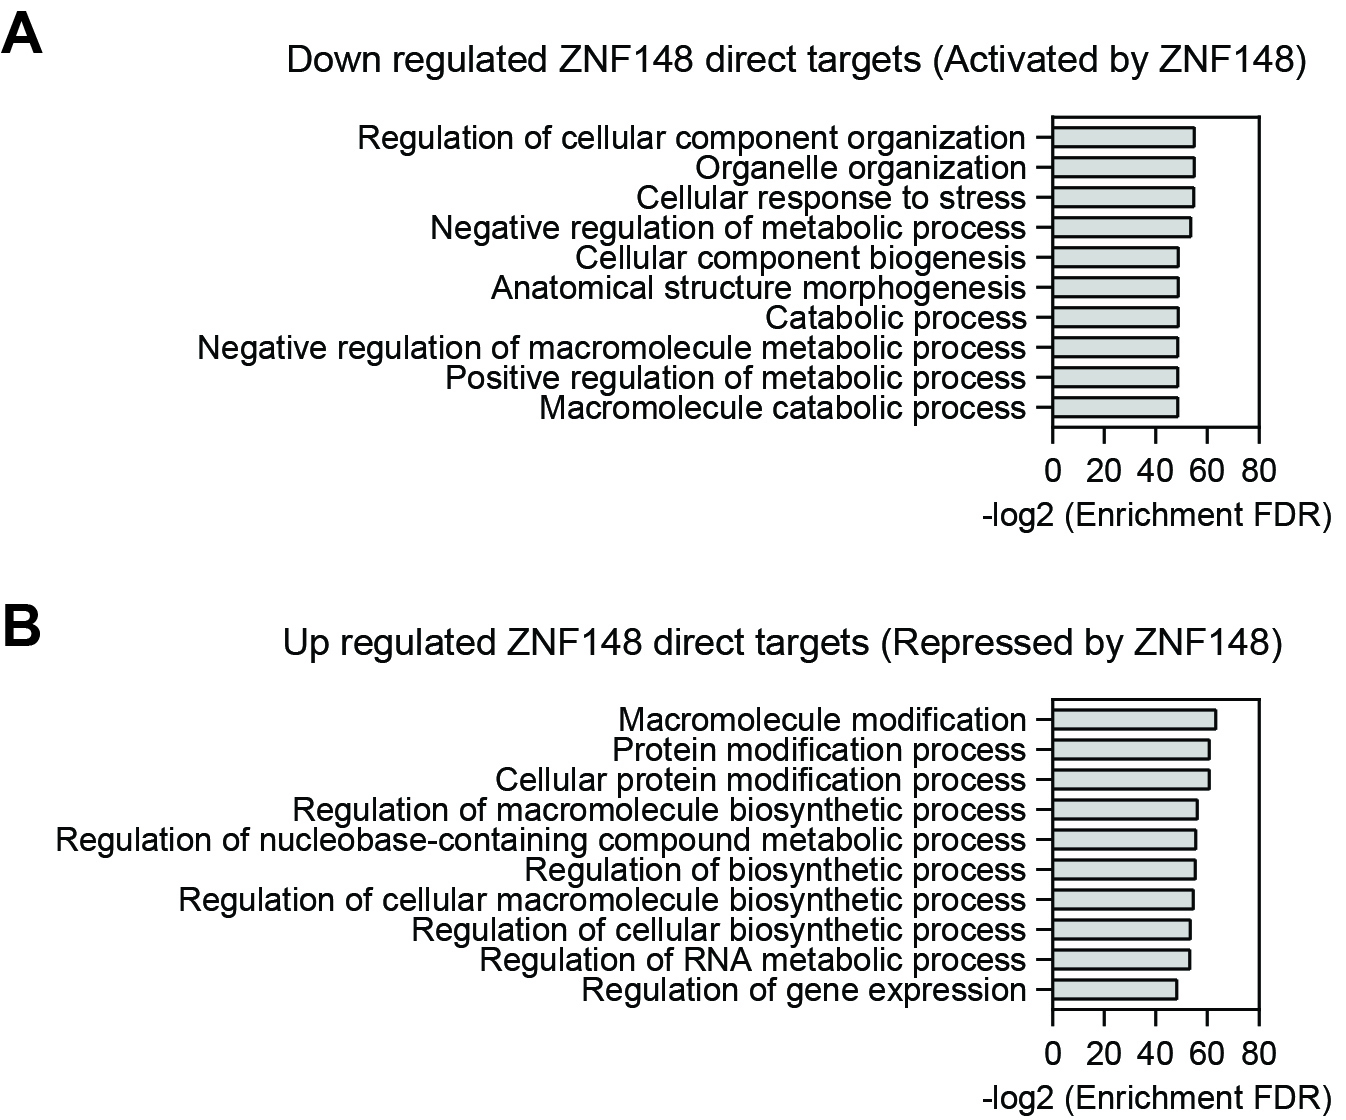** |
| --- |
| **Supplemental Figure 6.** GO term analysis of direct ZNF148 target genes changed in ZNF148 depleted MDA-MB-231 cells. (A) GO biological process analysis of direct ZNF148 target genes down-regulated with ZNF148 depletion *via* shRNA. (B) As in “A” for ZNF148 direct target genes up-regulated with ZNF148 depletion. |

| **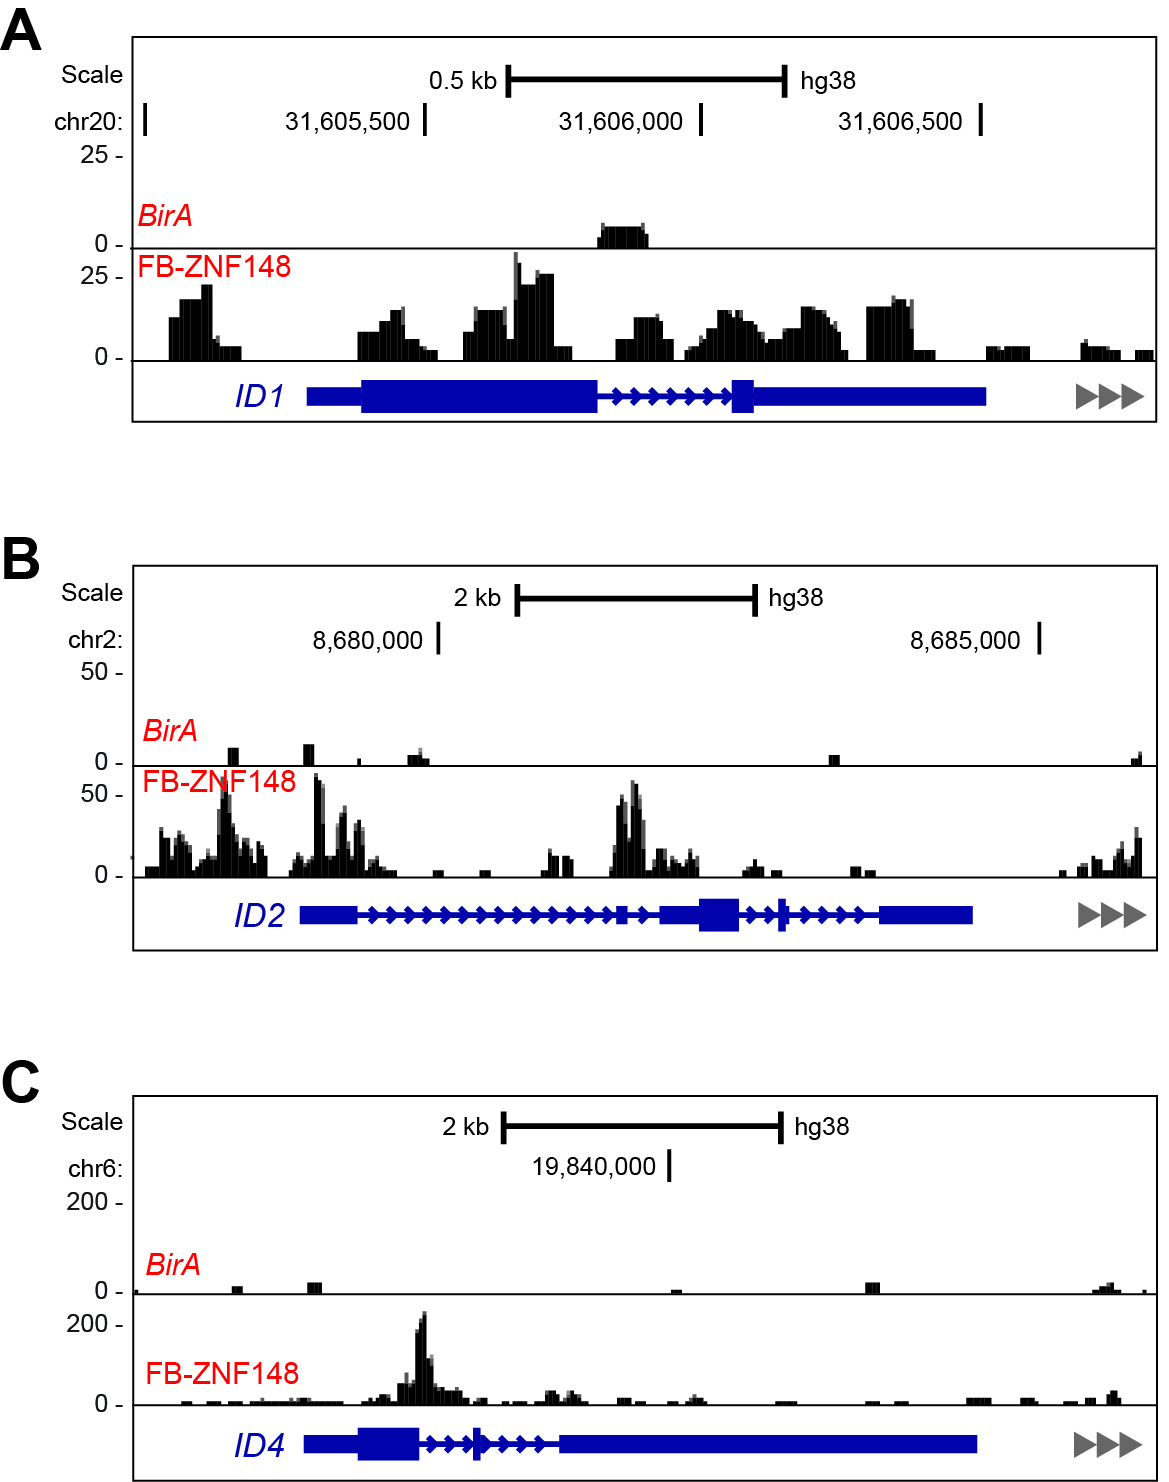** |
| --- |
| **Supplemental Figure 7.** Representative ZNF148 BioChIP-seq signals. (A) BioChIP-seq signals at the inhibitor of DNA binding 1 (*ID1*) locus in MDA-MB-231 cells expressing *BirA* alone or *BirA* and FB-ZNF148. (B) As in “A” for inhibitor of DNA binding 2 (*ID2*). (C) As in “A” for inhibitor of DNA binding 4 (*ID4*). |

| **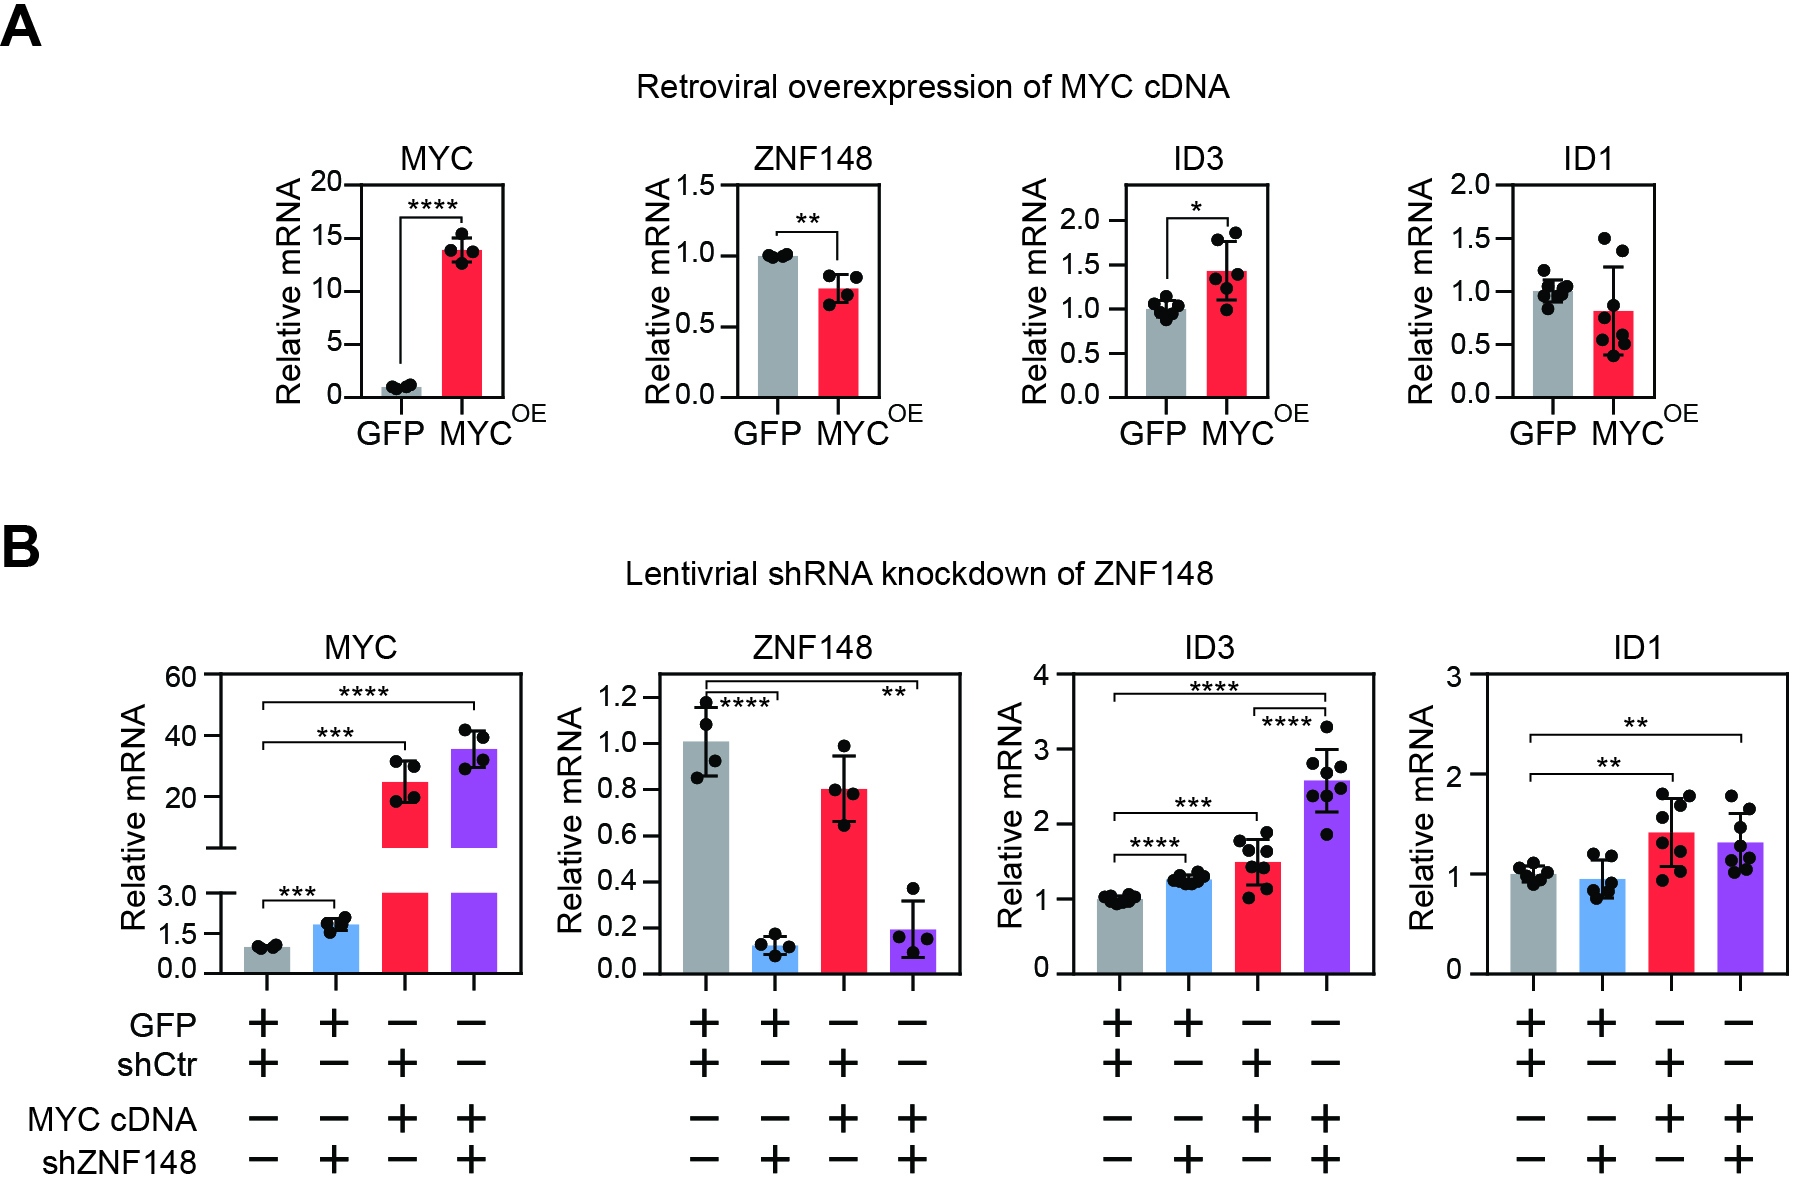** |
| --- |
| **Supplemental Figure 8. MYC-ZNF148-ID1/3 axis in MCF10A cells.** (A) MCF10A cells are transduced with GFP (control) or MYC cDNA (MYC^OE^) expressing retroviruses. RT-qPCR analysis for MYC (n = 4), ZNF148 (n = 4), ID3 (n = 6) and ID1 mRNA (n = 8) transcripts relative to GAPDH and MCF10A-GFP control cells. (B) MCF10A-GFP or MCF10A-MYC cells are transduced with lentiviruses carrying shCtr or shZNF148. RT-qPCR analysis for MYC (n = 4), ZNF148 (n = 4), ID3 (n = 8) and ID1 (n = 8) mRNA transcripts relative to GAPDH and MCF10A-GFP-shCtr control cells. Student's t-test, *P < 0.05. **P <0.01. ***P < 0.001. ****P < 0.0001. Error bars represent ± SD. |

How the deposited data were processed for this re-analysis (not part of the article)

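RNA-seq of MDA-MB-231 cells compared 3 shCtr replicates with 3 shZNF148 replicates. Conditions and replicate numbers were taken from the sample labels, which also give the transduction time of 48 h and the selection of 24 h in 0.5 µg/ml puromycin. The same replicate numbers appear in both groups, and neither the labels nor the paper's text says that they mark cultures handled together. The pairing was therefore tested from the values and was not part of the primary model.

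The authors deposited 1 table of FPKM values with a column for each of the 6 samples, and 0 further columns were left unused. According to the paper's methods, the authors sequenced on an Illumina HiSeq instrument, aligned reads to GRCh38 with Salmon and found differentially expressed genes with DESeq2. How the deposited FPKM values were computed, with which annotation, and how samples were scaled to each other is not stated in the paper's text. Read counts cannot be taken from these values, because the transcript lengths behind them are unknown. A test on read counts was therefore not run here, and the paper's own test could not be repeated. The precision of low values is limited by a read number that is unknown. Only the relative depth of the samples could be read, from the steps between low values. It ranged from 0.806 to 1.13 of that of shCtr replicate 1.

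Values were used as log2(FPKM + 1). Rows with a mean of at least 1 FPKM over the 6 samples (11777 of 24108) were fitted with limma 3.58.1 in R 4.3.3, with condition as the only term. Variances were moderated by eBayes with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method. A row was called at an adjusted p under 0.05 and a change of more than 1.5-fold, the thresholds of the paper. Each row was tested as its own gene. Of the tested rows, 173 were listed at 0 in at least 1 sample. A 0 in this table can be a failed estimate, since 114 rows were above 20 FPKM in 1 sample and at 0 in another. Where a named gene had several rows, the row with the highest mean was used. Single genes were also compared by an exact two-sided permutation test, which cannot give a p below 0.1 with 3 samples against 3.

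The genes named in the text were set by a rule. It covers ZNF148 and the ID genes, the genes the paper names for ZNF148 or MYC biology, and listed genes of the cytoskeleton, matrix, development and migration terms. It also covers the 5 called rows with the largest change in each direction whose groups do not overlap, and the genes of Supplemental Tables 3 and 4 that changed in the opposite direction here. A few genes covered by this rule are not reported here. They were left out of the comparison with the paper's fold changes whether or not they differed, and stay in all other counts. Older gene symbols were matched through a table of gene names. Coordinates, transcript length, GC content and 3' UTR sequences were taken from the canonical transcripts of GENCODE release 44 on GRCh38, to which 11449 tested rows (97.2%) were matched. Coordinates were not taken from the deposited table, which has none.

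A total of 9 gene sets were written by hand and tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the sets. GO terms were not used here. The share of bound genes used the enrichment scores of the paper's Supplemental Tables 3 and 4, with 95% Wilson intervals and Fisher's exact test. The size of change in bound and unbound genes was compared with 100000 permutations. A seed test compared the median log2 fold change of genes with and without a 7-base site for bases 2 to 8 of the guide strand in the 3' UTR. The difference was ranked among words of the same base composition found in at least 10 genes.

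Alternatives covered the filter on low values, the pseudocount, the scaling, the replicate number as a block, the variance model and leaving out each replicate. The samples, the designs, the gene rule, the gene sets and these alternatives were fixed before the data were examined. The gene sets were written after the paper's supplementary tables had been read, however. Those tables hold the paper's own calls on these samples, so the set tests are not independent of those calls. Further alternatives were chosen after seeing the data. They were the summing of rows that share a symbol, the removal of rows listed at 0, and a correction of each sample for GC content and length, with and without the block. For the gene sets they also included the leaving out of each replicate, the GC and length correction and quantile normalization. Calls were also counted for all 10 splits of the 6 samples into groups of 3, of which 4 part every same-numbered pair.

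The steps were tested on simulated data. In 11777 simulated rows with 200 changed, 87.5% of the changed rows were called with 5 false calls. All of the simulated changes were larger than the 1.5-fold threshold. In a separate draw of the same rows, camera's p was 1.35e-54 for a set that had been shifted and 0.326 for a set that had not. Rows were drawn independently of each other. The simulation therefore cannot show how camera behaves where the genes of a set vary together. In the seed test on 11007 genes, a word whose genes were shifted by -0.3 ranked 1 of 105, and ranked 60 of 105 in an unshifted draw. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps.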

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

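Of the tests below, the GC and length correction and, for the gene groups, the tests without shZNF148 replicate 2 were chosen only after the data were seen. The estimated inter-gene correlation, and leaving out that replicate for ID2, were among the alternatives fixed beforehand and were taken as tests of an explanation only after the result was seen. The paper's RNA-seq text does not discuss the gene groups below, and each of them passed its test in shZNF148 against shCtr. The gene sets were written after the paper's supplementary tables had been read, so their p-values are not independent of its calls. Because the design has 1 hairpin against ZNF148 and 1 control hairpin, a response specific to the ZNF148 hairpin or to its virus preparation cannot be separated from a response to ZNF148 loss in any of them. A general response to transduction or puromycin is shared by both groups.

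Type I interferon response genes were higher in shZNF148. Of 46 tested rows, 42 were higher and 11 were called, with a median log2 fold change of 0.51 (camera, adjusted p = 3.41e-09, and 2.69e-10 with the replicate number as a block). Across the alternatives the adjusted p ran from 6.61e-11 to 0.334. Among the 10 splits of the 6 samples, 2 gave a set p as small, and among the 4 splits that part every same-numbered pair only the real one did. The correction for GC content and length left the median at 0.51 (adjusted p = 7.30e-09), so a trend with either that all genes share adds little to it, and other forms of these biases were not tested. Without shZNF148 replicate 2 the median was 0.35 (adjusted p = 1.42e-08), so the size of the change, but not its direction, depends on that replicate. With the inter-gene correlation estimated from the samples the adjusted p was 0.334. Genes of this group that vary together between replicates are therefore a candidate explanation that remains. A response specific to the ZNF148 hairpin may also produce this pattern, and was not tested because no second hairpin was measured.

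NF-kB inflammatory genes were lower in shZNF148. Of 29 rows, 8 were higher and 10 were called downregulated, with a median of -0.45 (adjusted p = 2.70e-04, and 4.52e-04 with the replicate number as a block). Across the alternatives the adjusted p ran from 9.40e-05 to 0.404. Of the 10 splits, 1 (the real one) gave a p as small, which is the lowest share that 10 splits can give. The median was -0.44 (adjusted p = 4.48e-04) after the GC and length correction and -0.29 (adjusted p = 2.92e-04) without shZNF148 replicate 2. The adjusted p was 0.267 with the estimated inter-gene correlation. Without the genes of Supplemental Tables 3 and 4 the median was -0.052 and the adjusted p 0.404. The genes left out are the paper's own calls on these samples, so a weaker result is expected and does not show where the signal lies. The pattern cannot be told apart from genes varying together between replicates.

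Cholesterol synthesis genes were lower. Of 25 rows, 8 were higher and 3 were called downregulated, with a median of -0.22 (adjusted p = 0.00453, and 0.00669 with the replicate number as a block). Across the alternatives the adjusted p ran from 0.00198 to 0.134. With each replicate left out in turn the median ran from -0.30 to -0.13. Without the genes of Supplemental Tables 3 and 4, which are the paper's own calls on these samples, it was -0.11 (adjusted p = 0.0496). The real split was 1 of the 10 splits with a p as small. The adjusted p was 0.00284 after the GC and length correction, 0.00198 without shZNF148 replicate 2, and 0.134 with the estimated inter-gene correlation. Varying together between replicates remains as an explanation here as well.

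DNA replication and G1/S genes were slightly higher. Of 43 rows, 32 were higher and 2 were called, with a median of 0.10 (adjusted p = 0.0239, and 0.0282 with the replicate number as a block). Across the alternatives the adjusted p ran from 6.40e-05 to 0.534. Of the 10 splits, 4 gave a p as small, as did 2 of the 4 splits that part every same-numbered pair, so p-values this small arise between other groupings of the samples as well. The adjusted p was 0.0410 after the GC and length correction and 6.40e-05 without shZNF148 replicate 2. It was 0.534 with the estimated inter-gene correlation. This pattern cannot be told apart from variation between samples. By other measurements, the paper reports a larger S-phase share in ZNF148 knockout MDA-MB-231 cells and faster growth with the ZNF148 hairpin. The set test neither adds to nor argues against those results.

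ID2, like ID1, is not among the genes of Supplemental Table 4. The log2 fold change of ID2 was 1.27 (standard error 0.19, adjusted p = 0.0168, higher in 3 of 3 shZNF148 replicates). With the replicate number as a block the adjusted p was 0.0489, and across the alternatives it ran from 0.00821 to 0.0809. The log2 fold change was 1.28 (adjusted p = 0.0165) after the GC and length correction, which hardly moved it, and 1.06 (adjusted p = 0.00821) without shZNF148 replicate 2, so the rise does not rest on that replicate alone. ID2 was near 1 FPKM in shCtr, where the unknown read number limits precision. No second hairpin was measured, so a link between this rise and ZNF148 loss is a hypothesis.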

How the results depend on the processing

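The direction of the ZNF148, ID3 and ID1 changes was the same under every alternative run, and so was the direction of each gene set's test. Alternatives chosen after seeing the data are included here. For the called rows and named genes they are the summing of rows, the removal of rows listed at 0 and the GC and length correction, and for the gene sets they are quantile normalization, the leaving out of replicates and the GC and length correction. ZNF148 has no value under the stricter filter of 5 FPKM, because its mean is lower. Count tests with edgeR and DESeq2 were planned only for whole reads recovered from the values, and were not run. The unknown read number limits every result for rows near 1 FPKM.

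Counts of called rows, 216 upregulated and 431 downregulated, depended on several choices. With a pseudocount of 5 FPKM they were 76 and 204, of which 270 in all were among the 647. With the replicate number as a block they were 99 and 216 (299 shared), and with the GC and length correction together with the replicate block 109 and 235 (314 shared). Leaving out 1 replicate gave from 3 to 222 upregulated and from 26 to 397 downregulated rows. The lowest numbers came without shCtr replicate 1, where 10.3% of the calls were upregulated against 33.4% with all samples. Every other setting run gave counts within 1.5 times the original ones. No scaling moved the upregulated share by more than 10 percentage points. The cause of these changes was not tested.

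The share of Supplemental Table 3 genes called downregulated, 58.0%, was 48.5% with no filter, 46.1% with the stricter filter, 37.3% with a pseudocount of 5 FPKM, 34.2% with the replicate block and 36.3% with the GC and length correction and replicate block. Across the fits that each left out 1 replicate it was from 4.41% to 52.2%. For Supplemental Table 4, 40.1% became 32.0% with no filter, 20.7% with a pseudocount of 5 FPKM, 25.2% with the replicate block and 27.9% with the correction and block. Leaving out 1 replicate gave from 0.450% to 42.3%. The odds ratio of 3.37 for binding was 2.30 with a pseudocount of 5 FPKM (Fisher's exact p = 0.0541) and from 0 to 4.40 across the fits that left out 1 replicate. Fisher's exact test did not pass without shCtr replicate 1 (0, from 1 upregulated gene, p = 1), without shCtr replicate 3 (2.68, p = 0.453) and without shZNF148 replicate 1 (2.46, p = 0.0508). The cause was not tested.

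ZNF148 had a log2 fold change from -1.74 to -1.45 across the fits that left out 1 replicate, and lost significance without shCtr replicate 1 (adjusted p = 0.0603) and without shCtr replicate 3 (adjusted p = 0.0568). Over all its alternatives the adjusted p ran from 0.00392 to 0.0603. ID3 (0.66 to 1.01) and ID1 (0.61 to 0.84) each lost significance in 4 of those fits and kept it without shZNF148 replicate 2 or 3. With the replicate block ID3 stayed at 0.85 (adjusted p = 0.0684) and ID1 at 0.74 (adjusted p = 0.0704). With the GC and length correction and replicate block they were 0.86 (adjusted p = 0.0606) and 0.75 (adjusted p = 0.0599). Their adjusted p ran from 0.0191 to 0.112 for ID3 and from 0.0167 to 0.0940 for ID1.

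Each of the 7 gene sets that passed failed once the inter-gene correlation was estimated, with unchanged medians. The interferon set (0.51) had an adjusted p of 0.334, NF-kB (-0.45) of 0.267, cholesterol synthesis (-0.22) of 0.134, DNA replication (0.10) of 0.534, extracellular matrix (-0.21) of 0.189, cytoskeleton (-0.19) of 0.134 and BMP targets (0.74) of 0.288. Without the genes of the paper's tables, NF-kB (-0.052, adjusted p = 0.404) and DNA replication (0.080, adjusted p = 0.143) did not pass. Across the fits that left out 1 replicate, DNA replication was from 0.067 to 0.13 and lost significance in 3 of 6, and mitosis was from -0.10 to -0.034 and gained it in 2. Mitosis also passed with the GC and length correction and replicate block (-0.059, adjusted p = 0.0476). The stem cell marker set passed under no alternative.

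The hairpin seed difference of -0.0168 became -0.0250 for a guide starting 1 base later, and reversed to 0.00486 for bases 2 to 7 and to 0.0124 for the passenger strand. Among the 57 named genes, the row of LASP1 reversed to 0.32 when rows sharing a symbol were summed. Leaving out 1 replicate reversed genes whose change was small. ZEB1 ran from -0.048 to 0.0098, SUZ12 from -0.20 to 0.056, TMPRSS2 from -0.086 to 0.24, ARRB1 from -0.21 to 0.19 and ANXA8 from -0.061 to 0.18. ZNF32 ran from -0.13 to 0.00461, RGS19 from -0.19 to 0.071, TMEM263 from -0.056 to 0.00405 and CXorf38 from -0.20 to 0.057. PDCD4 ran from -0.73 to 1.08, and its positive value rests on shZNF148 replicate 2. Of 727 gene values under the other settings, 677 kept their direction and side of the threshold, 43 lost significance, 6 gained it and 1 reversed. Of 342 under the fits that left out 1 replicate, 237 kept both, 85 lost significance, 4 gained it and 16 reversed.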

Differences from the paper's values

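The paper reports log2 fold changes from DESeq2 in its Supplemental Tables 3 and 4, while the values here are on the log2(FPKM + 1) scale. The paper's methods name Salmon, and how the FPKM values were computed is unknown. Every alternative used the same FPKM values, so none could test whether a gap lies in the quantification. A gap that stays open is therefore not evidence against the paper's value. Of 43 genes compared, 14 did not differ and 29 did, of which 19 had the opposite sign. Most of these 19 were compared because their sign was opposite, so they do not give the share of the paper's genes that reverse. Among all tested genes of the 2 tables, 272 of 282 listed as downregulated were lower here. Of those listed as upregulated, 200 of 210 were higher. A fold change was taken to differ where the sign was opposite or the gap was larger than the replicate SD. Each of the 14 genes that did not differ did so under at least 1 alternative. Without shZNF148 replicate 2, ID3 (0.66 against the paper's 1.04) and BMP4 (1.31 against the paper's 1.63) differed. So did TPM1, LIMA1, ENAH, COL12A1, CITED2, TCN1, IFIT2 and the joined row of AKR1C3. In that fit LAMA5, EFNB2, PTN and IL1A still did not differ, and PDCD4 no longer differed.

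Counts and shares were taken to differ beyond 1.5 times. By that criterion the 216 upregulated genes against the paper's 229, the 431 downregulated genes against the paper's 298, and the bound shares did not differ. The bound shares use the paper's own scores on genes from its own lists. Their closeness to the paper's shares is therefore largely built in. Upregulated counts did differ with a pseudocount of 5 FPKM (76), with the replicate block (99), without shCtr replicate 1, 2 or 3 (3, 76 and 7) and without shZNF148 replicate 1 (79). Downregulated counts differed with a pseudocount of 0.1 FPKM (481), with robust eBayes (450) and without shCtr replicate 1, 2 or 3 (26, 175 and 40). Of the alternatives chosen after seeing the values, the removal of rows listed at 0 (493 downregulated) and the GC and length correction with the replicate block (109 upregulated) differed too. The bound share of upregulated genes was 100% without shCtr replicate 1, from 1 gene.

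With the same sign, ZNF148 had -1.63 against the paper's -2.64, PPP2R5A -1.28 against the paper's -1.59, and KITLG 0.89 against the paper's 1.66. Of the alternatives set before the data were examined, only a pseudocount of 0.1 FPKM closed the gap for these 3 genes. TPM2 had -0.69 against the paper's -0.80. A pseudocount of 0.1 FPKM closed that gap, as did leaving out shCtr replicate 2 or shZNF148 replicate 1. Without shZNF148 replicate 3 the value stayed at -0.69, and only a larger SD put the paper's value within reach. IL1B had -2.34 against the paper's -2.82. The gap was closed by a pseudocount of 0.1 FPKM and by leaving out shCtr replicate 3, shZNF148 replicate 1 or shZNF148 replicate 3. The value stayed at -2.34 with the replicate block, and only a larger SD put the paper's value within reach. The same holds for the GC and length correction with the replicate block, which was chosen after seeing the values. For DDR1 (0.27 against the paper's 2.08), SMAD6 (1.25 against the paper's 2.46), PALLD (-0.88 against the paper's -1.21) and LOX (-1.33 against the paper's -1.57), none of the alternatives set before the data were examined closed the gap. The same holds for EDNRB (0.71 against the paper's 1.19).

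Opposite in sign among genes the paper lists as downregulated were CDIP1 (0.20 against the paper's -3.93), DDX20 (0.36 against the paper's -4.46), TRIR, listed as C19orf43 (0.055 against the paper's -2.49), and ZUFSP (0.17 against the paper's -2.29). So were TMPRSS2 (0.12 against the paper's -1.50), ZRSR2 (0.063 against the paper's -1.08), the row that joins ISY1, ISY1-RAB43 and RAB43 (0.28 against the paper's -0.89 for ISY1-RAB43), ARRB1 (0.022 against the paper's -0.87), and the row that joins ANXA8 and LOC643650 (0.020 against the paper's -0.62 for ANXA8). None of the alternatives set before the data were examined closed the gap for these 9 genes. They all used the same FPKM values, so they could not test a difference in quantification. PDCD4, whose row also names MIR4680, had 0.43 against the paper's -0.65. Without shZNF148 replicate 2 it was -0.73 and called downregulated (adjusted p = 0.0130, in a range from 0.0130 to 0.842).

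Among genes the paper lists as upregulated, the opposite sign was found for CSPG5 (-0.48 against the paper's 6.02), ZNF32 (-0.074 against the paper's 3.05), RGS19 (-0.052 against the paper's 2.11) and ESD (-0.50 against the paper's 2.04). It was also found for TMEM263, listed as C12orf23 (-0.032 against the paper's 1.44), LMF2 (-0.058 against the paper's 1.43) and CXorf38 (-0.082 against the paper's 1.38). The row that joins C9orf172, MAMDC4 and PHPT1 had -0.17 against the paper's 0.76 for MAMDC4, and VPS13C had -0.058 against the paper's 0.74. Values of joined rows cannot be assigned to 1 of their genes here. None of the alternatives set before the data were examined closed the gap for these 9 genes, and here too they could not test the quantification. ESD and the joined row of ISY1-RAB43 had adjusted p-values of 0.0148 and 0.0457, and the others opposite in sign did not pass.

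TPM1, ENAH, CITED2 and DDR1 are called in the paper's tables and were not called here. ENAH was called with quantile normalization (adjusted p = 0.0498), with robust eBayes (0.0474) and without shZNF148 replicate 2 (0.0221), out of adjusted p-values from 0.0221 to 0.164. It was also called without rows listed at 0 (0.0431) and with the GC and length correction (0.0466), both chosen after seeing the values. CITED2 was called without shZNF148 replicate 2 (0.0104) and without shZNF148 replicate 3 (0.0468), out of values from 0.0104 to 0.154, and without rows listed at 0 (0.0378), chosen after seeing the values. No setting called TPM1 or DDR1. The adjusted p of TPM1 ran from 0.0147 to 0.217, so where it was under 0.05 the change did not exceed 1.5-fold. The adjusted p of DDR1 ran from 0.1 to 0.403. Apart from PDCD4, no setting called a gene of opposite sign in the paper's direction.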

Other observations

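Of the tests below, those on mixing and on depth and the GC and length correction were chosen only after the data were seen, as was the decision to leave the seed explanation open.

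The 647 calls were compared with those of other groupings. Of the 10 splits of the 6 samples into groups of 3, 1 (the real one) gave as many calls, and the other 9 gave from 0 to 4. Among the 4 splits that part every same-numbered pair, 1 gave as many. The other 6 splits part only 1 pair. The 9 splits other than the real one had from 154 to 419 rows at an unadjusted p under 0.05, against 3981 for the real split. The split without calls had 184. A share of 1 in 10 is the lowest this design can give. After correction of each sample for GC content and length, 603 of the 647 calls (93.2%) were made again, so a trend with GC or length shared by all genes does not account for most of them.

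Off-target activity of the single ZNF148 hairpin is a candidate explanation for some of the genes that fell. The 2489 genes with the site TAAATGA in their 3' UTR had a median log2 fold change of -0.007 against 0.009 in the 8518 genes without it. The difference of -0.0168 ranked 6 of 105 words of the same composition from the lowest (5.71%), just outside the lowest 5%. The neighbouring site GTAAATG, for a guide starting 1 base later, ranked 2 of 210 (0.952%). The other settings were also outside the lowest 5%. They were bases 2 to 7 of the guide (0.00486, 20%), the passenger strand (0.0124, 48.6%) and TAAATGA with a pseudocount of 5 FPKM (5.71%). Because TAAATGA and GTAAATG fall on either side of 5%, the explanation was left open, although the site chosen first alone did not pass. Of the 10 splits, 8 gave a seed difference as large, as did all 4 that part every same-numbered pair, so a difference of this size is not specific to shZNF148. These medians do not bound an effect on single genes.

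Replicate 2 of shZNF148 lay further from the controls than replicates 1 and 3. It had the lowest ZNF148 (0.282 FPKM) and the highest ID1, ID2, ID3, TCN1 and IFIT1 values. Among the tested genes that were called without it, it was the most extreme of the 3 in 102 of 164 upregulated (62.2%) and 228 of 395 downregulated genes (57.7%). For replicate 1 these numbers were 7 of 79 and 21 of 232, and for replicate 3 they were 8 of 222 and 37 of 386. Untransduced or control RNA mixed into replicates 1 and 3 could give this pattern, with the same apparent control share in genes that rose and in genes that fell. In genes that also moved more than 2-fold in replicate 2, the mean of the median shares of replicates 1 and 3 was 55.8% from genes that rose and 27.1% from genes that fell, a difference of 28.7 percentage points. The equal shares that mixing alone predicts were therefore not found. These genes were chosen by their change in replicate 2 itself, however, and whether that inflates the 2 shares unequally was not tested. The ZNF148 left in replicates 1 and 3 allows a control share of at most 22.1% and 20.2%, even if all of it came from control RNA. ID1, ID2 and ID3 would need from 42.2% to 67.4%, taking replicate 2 as the unmixed knockdown. Each of these shares rests on 1 value of replicate 2, and these genes were already known to be highest there. Genes that fell had median shares of 27.7% and 26.4% in replicates 1 and 3, nearer to what ZNF148 allows. Mixing is therefore not ruled out. The relative depth of replicate 2, 1.12, was inside the range of the other samples, from 0.806 to 1.13. A stronger knockdown in replicate 2 is a hypothesis that these samples cannot test further, since 1 replicate differs.

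Splits were also counted for the sets reported beside the paper's text. As small a set p was found in 2 of the 10 splits for the extracellular matrix set and in 1, the real one, for the cytoskeleton set. BMP target genes were higher in shZNF148 in 6 of 7 tested rows, with a median log2 fold change of 0.74 (adjusted p = 0.00242, and 0.00669 with the replicate number as a block), and 1 of the 10 splits gave as small a p. This set includes ID1, ID2, ID3 and SMAD6, and BMP4 itself was also called upregulated. With the inter-gene correlation estimated from the samples the adjusted p was 0.288, in a range from 8.98e-04 to 0.288, so the set cannot be told apart from genes that vary together between replicates. Mitosis genes (median -0.04, adjusted p = 0.0799) and breast cancer stem cell markers (median -0.00222, adjusted p = 0.489, 6 of 13 rows higher) did not pass, and as small a p was found in 5 and 2 of the 10 splits.

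MYC was 85.8 ± 6.72 FPKM in shCtr and 68.9 ± 2.93 FPKM in shZNF148 (SD, n = 3 each), a log2 fold change of -0.31 (adjusted p = 0.0431, lower in 3 of 3 replicates). With the replicate number as a block the adjusted p was 0.0710, and across the alternatives it ran from 0.0355 to 0.143. In MCF10A cells, not analysed here, the paper reports that ZNF148 depletion raised MYC (Supplemental Fig. 8B).

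Other genes that the paper names for ZNF148 or MYC biology did not pass in these samples. The adjusted p was 0.912 for ZEB1, 0.154 for SNAI1, 0.376 for ZNF281, 0.579 for GATA3, 0.409 for BRCA1, 0.615 for SUZ12 and 0.1 for EZH2. Their log2 fold changes were between -0.33 (SNAI1) and 0.22 (EZH2). ESR1 was listed at 0 in all 6 samples.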
